# A specialized bone marrow microenvironment for fetal haematopoiesis

**DOI:** 10.1038/s41467-022-28775-x

**Published:** 2022-03-14

**Authors:** Yang Liu, Qi Chen, Hyun-Woo Jeong, Bong Ihn Koh, Emma C. Watson, Cong Xu, Martin Stehling, Bin Zhou, Ralf H. Adams

**Keywords:** Haematopoietic stem cells, Angiogenesis, Haematopoiesis, Stem-cell niche

## Abstract

In adult mammalian bone marrow (BM), vascular endothelial cells and perivascular reticular cells control the function of haematopoietic stem and progenitor cells (HSPCs). During fetal development, the mechanisms regulating the de novo haematopoietic cell colonization of BM remain largely unknown. Here, we show that fetal and adult BM exhibit fundamental differences in cellular composition and molecular interactions by single cell RNA sequencing. While fetal femur is largely devoid of leptin receptor-expressing cells, arterial endothelial cells (AECs) provide Wnt ligand to control the initial HSPC expansion. Haematopoietic stem cells and c-Kit^+^ HSPCs are reduced when Wnt secretion by AECs is genetically blocked. We identify Wnt2 as AEC-derived signal that activates β-catenin-dependent proliferation of fetal HSPCs. Treatment of HSPCs with Wnt2 promotes their proliferation and improves engraftment after transplantation. Our work reveals a fundamental switch in the cellular organization and molecular regulation of BM niches in the embryonic and adult organism.

## Abstract (web summary)

The colonization of bone marrow by haematopoietic stem and progenitor cells is critical for lifelong blood cell formation. Here the authors report distinct features of fetal bone marrow and show that artery-derived signals promote haematopoietic colonization.

## Introduction

Haematopoietic stem cells (HSCs) are a rare cell population characterized by self-renewal capacity and multipotency, which together enable the lifelong generation of all cell types in the haematopoietic system^1^. Transplantation of HSCs after radiotherapy or chemotherapy is a therapeutic treatment for many malignant and non-malignant haematological disorders^2,3^. In the mammalian embryo, HSCs emerge during definitive haematopoiesis from the aortic endothelium^4–7^, which is followed by their release into the circulation and transient colonization of the fetal liver^8–10^. HSCs ultimately colonize bone marrow, the primary site for postnatal and adult haematopoiesis^11^.

In adult BM, the behavior of haematopoietic stem and progenitor cells (HSPCs) is regulated by complex microenvironments involving multiple cell types, in particular vascular endothelial cells (ECs) and perivascular LepR+ reticular cells^11–17^. Both cell types are a critical source of stem cell factor (SCF; encoded by *Kitl*)^18,19^, a cytokine that controls HSC self-renewal and maintenance through the activation of the receptor tyrosine kinase c-Kit. Reticular cells also provide another cytokine, stromal cell-derived factor-1 (Cxcl12)^20^, which signals through the G-protein-coupled receptor Cxcr4 and thereby regulates HSPC maintenance, trafficking and homing^21–23^.

The vascular microenvironment in bone is also a source of other paracrine acting signals controlling HSC/HSPC function^12^, including pleiotrophin (encoded by *Ptn*)^24^, vascular endothelial growth factor (VEGF)^25^, Notch ligands of both the Jagged and Delta-like subfamily^26–28^, the cytokine interleukin-7^29^, and the growth factor angiopoietin-1 (encoded by *Angpt1*)^30^. Recent single cell RNA sequencing (scRNA-seq) analysis has provided insight into the properties and heterogeneity of HSPCs and niche-forming cells in adult BM^26,31–36^, but it remains unclear whether these findings apply to fetal bone marrow.

Mature hematopoietic cells are also part of the complex BM microenvironment in the adult organism and regulate their own stem cell predecessors, as has been shown for regulatory T-cells^37^, certain rare monocytes-macrophages^38^, bone-resorbing osteoclasts^39–41^, and megakaryocytes^42–44^. While several studies have investigated the transcriptional profile and differentiation of fetal and adult HSPCs at single cell resolution^35,45–47^, the properties of the fetal BM stroma and the mechanisms mediating HSC engraftment and expansion in the initial stages of marrow development remain little understood.

In this study, we combine scRNA-seq, flow cytometry, advanced imaging, tissue-specific genetic mouse models and BM transplantation experiments to investigate the interactions between stromal cells and HSPCs in fetal femur. This uncovers that fetal BM is fundamentally different from its adult counterpart with respect to cellular composition and HSPC regulation. Based on our findings, we propose that arterial endothelial cells in the developing BM provide critical signals promoting the de novo colonization of fetal bone by HSPCs.

## Results

### Vascular and HSPC development in fetal BM

To understand the properties and heterogeneity of embryonic HSPCs and niche cells in BM, we characterized the development of femoral vascular network in relation to c-Kit^+^ haematopoietic cells. Consistent with our previous report^48^, formation of femoral vascular network is initiated between embryonic day (E) E14.5 to E15.5 (Supplementary Fig. 1a). The abundance of Endomucin^+^ (Emcn^+^) vessels in the primary ossification centre rapidly increases during the following days. This expansion of the bone vasculature involves the specification of AECs, defined by surface markers as CD31^+^ Emcn^−^ or by high expression of the caveolar protein Caveolin-1, and artery formation is detectable from E15.5 onwards (Supplementary Fig. 1a–d). Coverage by α-smooth muscle actin^+^ (αSMA^+^) vascular smooth muscle cells, a hallmark of larger arteries, is also initiated at E15.5 but is more pronounced at later developmental stages (Supplementary Fig. 1e–g). In contrast, c-Kit^+^ haematopoietic cells are absent in E15.5 femur (Supplementary Fig. 2a, b), indicating that the formation of a vascular network and artery specification precede the colonization by haematopoietic cells. While c-Kit^+^ haematopoietic cells are rare in developing BM at E16.5, their number increases rapidly during later embryogenesis (Fig. 1a–c; Supplementary Fig. 2c–f). These c-Kit^+^ haematopoietic cells are enriched in centre of the diaphysis relative to the metaphysis and endosteum at E18.5 (Supplementary Fig. 2g). Engrafted c-Kit^+^ haematopoietic cells incorporate EdU (5-ethynyl-2-deoxyuridine), indicating rapid cell division in fetal BM (Supplementary Fig. 2h). Major known HSPC subsets are present in E18.5 femur (Supplementary Fig. 2i).

**Fig. 1:**
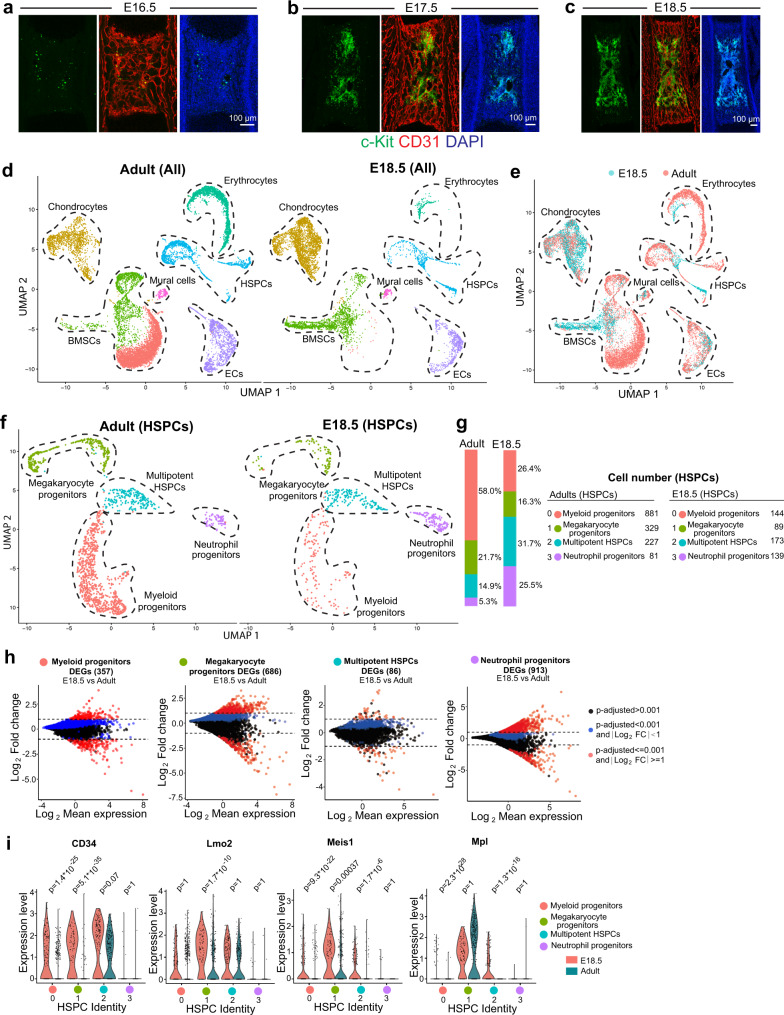
Comparative analysis of embryonic and adult BM components. **a**–**c** Representative overview images showing c-Kit^+^ (green) cells in femoral BM at E16.5 (**a**), E17.5 (**b**) and E18.5 (**c**). CD31(Red); Nuclei, DAPI (blue). **d**, **e** UMAP plots showing unsupervised clustering of BM cells from E18.5 and adult femur after depletion of Lin^+^ cells (**d**) and the differences between the sample groups (**e**). **f** UMAP plot showing unsupervised subclustering of E18.5 and adult haematopoietic stem and progenitor cells (HSPCs). **g** Bar chart indicating percentage of cells in each subcluster. Cell numbers are shown on the right. **h** Differentially expressed genes (DEGs) comparing each subcluster of HSPC between E18.5 and adult. Blue dots, *p*-adjusted value < 0.001; Red dots, *p*-adjusted value < 0.001 and Log_2_ fold change >1. Two-tailed Student’s *t* test. **i** Violin plots showing the expression of selected genes with log normalized values (*y* axis) for critical transcription factors and receptors in each subcluster of E18.5 and adult HSPCs.

### Comparative single cell analysis of HSPCs and BM stroma

To compare adult and embryonic HSPCs and niche cells in femur, we isolated BM cells from adult and E18.5 mice (see “Methods”), which is around the earliest time at which femoral haematopoietic cells show long-term repopulating ability^49^. 

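The E18.5 wild-type data are 1 BD Rhapsody whole-transcriptome library of lineage-depleted femoral bone marrow cells. BD Rhapsody captures single cells in microwells and tags each transcript molecule with a unique molecular identifier (UMI). The authors deposited UMI counts per gene and cell barcode without normalization, after read processing with UMI-tools, alignment to mm10 with STAR and assignment to genes with featureCounts. The library holds 22708005 UMIs from 5998 barcodes over 21180 genes. The filter stated in the methods (more than 200 and fewer than 5000 genes, mitochondrial share under 30%) keeps 5736 cells and removes 262. Kept cells have a median of 3128 UMIs (576 to 18932), a median of 1518 genes and a median mitochondrial share of 4.47%. Doublets are kept, as the methods name no doublet removal; the automatic threshold of Scrublet calls 45 of the 5736 cells (0.785%). Cell types and subclusters are the authors' labels in Supplementary Data 1, joined by barcode. The copy of that table used here lists 545 HSPCs, 1649 BMSCs, a first part of 435 ECs and a first part of 1999 cells of all types at E18.5. The UMI sum of 1986 of these 1999 cells equals that in the table. Gene levels are given as the summed UMIs of a gene per 1000000 UMIs of the cell type (CPM). As there is 1 library per condition, there are no replicates and no tests are made. The 95% intervals in parentheses are exact Poisson intervals for levels, Clopper-Pearson intervals for shares and exact conditional binomial intervals for ratios, and cover counting error only. Where 0 UMIs are counted, the limit is set at 3 counts. Gene positions refer to GRCm38. The adult libraries are not analysed here.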

HSPCs and BM stromal cells were enriched by depletion of lineage-positive (Lin^+^) cells for scRNA-seq analysis (Supplementary Fig. 3a). 

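Of the first 1999 E18.5 wild-type cells with a listed class, 953 are chondrocytes (47.7%, 45.5 to 49.9) and 549 are BMSCs (27.5%, 25.5 to 29.5). ECs make up 10.1%, HSPCs 9.25%, erythroid cells 3.25% and mural cells 2.25%. The median depth lies between 2708 UMIs in mural cells and 9188 in erythroid cells. All 5736 cells were also clustered, together with those of another E18.5 library of lineage-depleted femoral cells, and clusters were named from marker lists. This clustering places 25.2% of the wild-type cells in the BMSC-like class, 24.3% in the chondrocyte-like class and 10.3% (9.48 to 11.1) in the EC-like class. The HSPC-like class holds 8.61% (7.90 to 9.37), and 25.6% of the cells are in clusters that no list names. The HSPC-like class also takes up all 65 listed erythroid cells, and its share falls to 4.90% at a clustering resolution of 1.0, the alternative that moves it most.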

Unsupervised clustering subdivided the obtained cells into 7 groups, which can be clearly distinguished by the expression of unique markers (Fig. 1d, e; Supplementary Fig. 3b–e). Uniform manifold approximation and projection (UMAP) plots show substantial differences between embryonic and adult samples (Fig. 1d, e), which we investigated further by unsupervised subclustering of embryonic and adult HSPCs and stromal cells.

Although major HSPC subsets are present at E18.5 (Fig. 1f, g; Supplementary Fig. 3f, g), myeloid and megakaryocyte progenitors are less abundant than in adult BM. Moreover, differentially-expressed gene (DEG) analysis at subcluster level shows substantial differences between E18.5 and adult HSPCs with hundreds of DEGs in each subcluster (Fig. 1h), which is consistent with previous reports^35,50,51^. These DEGs include critical transcription factors and receptors mediating HSPC development (Fig. 1i; Supplementary Fig. 3h)^52,53^.

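The 545 HSPCs listed at E18.5 comprise 173 multipotent HSPCs (31.7%, 27.9 to 35.8), 144 myeloid progenitors (26.4%, 22.8 to 30.3), 139 neutrophil progenitors (25.5%, 21.9 to 29.4) and 89 megakaryocyte progenitors (16.3%, 13.3 to 19.7). These shares match the percentages printed in Fig. 1. Their median depth ranges from 4984 UMIs in myeloid progenitors to 7357 in neutrophil progenitors. Subclustering the same cells and naming the groups from marker lists gives the name multipotent to 4.40% of the cells, in 2 groups of 13 and 11 cells led by *Lyz2* and *H2-Eb1*, while a group of 115 cells led by *Hlf*, *Hoxa9* and *Gimap5* and most other cells stay unnamed; that value is not a measure of the multipotent share. Under the stricter filter of at least 1000 UMIs and under 10% mitochondrial reads the neutrophil progenitor share is 19.3%. In the cells listed as neutrophil progenitors, the osteoclast gene *Ctsk* (chromosome 3, 95499256 to 95509362) reaches 18556 CPM (18299.9 to 18816) against 423 CPM in the other listed HSPCs, and 129 of the 139 cells lie in the osteoclast-like class. In these 139 cells *Mpo* is at 1.86 CPM and *S100a8* at 0 UMIs. The other subsets are mixed as well. Of the 173 multipotent HSPCs, 114 lie in the HSPC-like, 32 in the osteoclast-like and 27 in the macrophage-like class. Of the 144 myeloid progenitors, 7 lie in the osteoclast-like and 13 in the macrophage-like class.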

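*Cd34* (chromosome 1, 194938819 to 194961279) is detected at 680.7 CPM (633.9 to 730.0) in E18.5 multipotent HSPCs, at 434.4 CPM in megakaryocyte progenitors, at 343.6 CPM in myeloid progenitors and at 8.37 CPM (3.83 to 15.9) in the cells listed as neutrophil progenitors. Of the multipotent HSPCs, 65.9% have a *Cd34* UMI at a median depth of 6311 UMIs per cell, against 5.56% of listed chondrocytes at a median depth of 2765. With each cell thinned to 1000 UMIs, these shares are 41.0% and 2.89%. The level in chondrocytes, 21.1 CPM, is the one that moves most, to 2.71 CPM in the chondrocyte-like class. The transcription factor gene *Lmo2* (chromosome 2, 103957986 to 103981878) has its highest level among the 4 subsets in megakaryocyte progenitors with 343.4 CPM (293.1 to 399.8), followed by multipotent HSPCs with 227.5 CPM. *Meis1* (chromosome 11, 18879817 to 19018985) stands at 192.4 CPM in megakaryocyte progenitors and at 57.3 CPM (44.3 to 72.9) in multipotent HSPCs.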

The most striking difference between E18.5 and adult samples is visible in the bone marrow stromal cell compartment (defined here as BMSCs) (Fig. 2a). By subclustering of cells, we detect 2 populations of osteolineage cells (OLCs-1, OLCs-2), mitotic BMSCs, adult-enriched BMSCs (aBMSC), and two groups of embryo-enriched BMSCs (eBMSC-1, eBMSC-2) (Fig. 2a, b). 

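Of the 1649 E18.5 BMSCs listed, 231 are mitotic BMSCs (14.0%, 12.4 to 15.8), 202 OLCs-1 (12.2%, 10.7 to 13.9), 149 eBMSC-2 (9.04%, 7.70 to 10.5) and 102 OLCs-2 (6.19%, 5.07 to 7.46). The median depth is lowest in aBMSCs with 1358 UMIs and highest in OLCs-2 with 6026.5 UMIs. *Alpl* (chromosome 4, 137741733 to 137796384) is at 672 CPM in OLCs-1 and 560.3 CPM in OLCs-2, against 16.1 CPM in eBMSC-1. *Bglap* (chromosome 3, 88383501 to 88384464) has 34 UMIs over all BMSCs, 28 of them in OLCs-2 (46.2 CPM, 30.7 to 66.7). *Mki67* (chromosome 7, 135689784 to 135716361) reaches 862.1 CPM (804.8 to 922.3) in mitotic BMSCs. *Sparcl1* (chromosome 5, 104079111 to 104113733) is highest among the 6 subclusters in eBMSC-2 with 382.3 CPM (328.0 to 442.9).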

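In the E18.5 wild-type library, 25 of the 1649 listed BMSCs are aBMSCs (1.52%, 0.983 to 2.23), and 0.759% remain under a stricter filter of at least 1000 UMIs and under 10% mitochondrial reads. *Lepr* (chromosome 4, 101717404 to 101815352) has 6 UMIs in the 25 aBMSCs (47.7 CPM, 17.5 to 103.7). Over all E18.5 BMSCs it has 256 UMIs (44.0 CPM, 38.7 to 49.7), of which 118 are in eBMSC-1 (40.4 CPM) and 102 in OLCs-1 (140.2 CPM, 114.3 to 170.2). The interval of the aBMSCs overlaps that of eBMSC-1. A *Lepr* UMI is found in 9.52% of BMSCs at a median depth of 3214 UMIs and in 29.7% of OLCs-1 at 3362.5 UMIs, against 2.83% of chondrocytes. After thinning to 1000 UMIs per cell these shares are 4.20%, 15.5% and 1.29%.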

*Lepr* ^+^ aBMSCs, representing LepR-expressing reticular niche cells for HSCs, are highly abundant in adult BM (Fig. 2a) but almost completely absent at E18.5 (Fig. 2a)^54–56^. This raises the question whether another BMSC population in fetal BM fulfils the function of LepR+ aBMSCs. 

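The eBMSC-1 subcluster holds 940 of the 1649 listed E18.5 BMSCs (57.0%, 54.6 to 59.4), at a median of 2927 UMIs per cell. Subclustering the same cells with names given by markers leaves 14.7% in a group named eBMSC-1 and many cells unnamed. *Col3a1* (chromosome 1, 45311538 to 45349706) is at 19559 CPM (19399 to 19719.7) in eBMSC-1, 14704 CPM in mitotic BMSCs and 1177.8 CPM in OLCs-1. *Dcn* (chromosome 10, 97479609 to 97518143) is at 1341.3 CPM (1299.7 to 1384.0) in eBMSC-1, 708.7 CPM in OLCs-2 and 45.4 CPM in eBMSC-2. *Clec3b* (chromosome 9, 123150946 to 123157432) is at 1123.8 CPM (1085.7 to 1162.9) in eBMSC-1 and 695.2 CPM in mitotic BMSCs, with 4 UMIs in OLCs-1 and 0 in OLCs-2. Of the eBMSC-1 cells, 68.6% have a *Clec3b* UMI, against 0.210% of chondrocytes at a median of 2765 UMIs. With 1000 UMIs per cell the 2 shares are 51.0% and 0%. *Gsn* (chromosome 2, 35256380 to 35307892) is at 302.8 CPM (283.1 to 323.4) in eBMSC-1 and at 456.5 CPM (404.3 to 513.6) in OLCs-2.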

The eBMSC-1 population with high expression of collagen III subunit 1 (*Col3a1*^high^), the proteoglycan decorin (*Dcn*) and the C-type lectin domain family member Gsn/Clec3b, represents the majority (57%) of fetal BMSCs but is substantially reduced in adults (Fig. 2a, b; Supplementary Fig. 4a–c). 

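*Col1a1* (chromosome 11, 94936224 to 94953042) is at 41309 CPM (41076 to 41542.5) in E18.5 eBMSC-1 cells, 157681.5 CPM in OLCs-2 and 9608.5 CPM in eBMSC-2. Listed HSPCs have 306.2 CPM of *Col1a1*. *Pdgfra* (chromosome 5, 75152292 to 75198215) is at 420.1 CPM (396.9 to 444.3) in eBMSC-1, 581 CPM (513.6 to 654.7) in eBMSC-2 and 4.23 CPM in HSPCs.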

*Col3a1*^high^ eBMSC-1 cells express typical mesenchymal markers such as collagen I subunit 1 (*Col1a1*) or platelet-derived growth factor receptor α (*Pdgfra*) (Supplementary Fig. 4b).

**Fig. 2:**
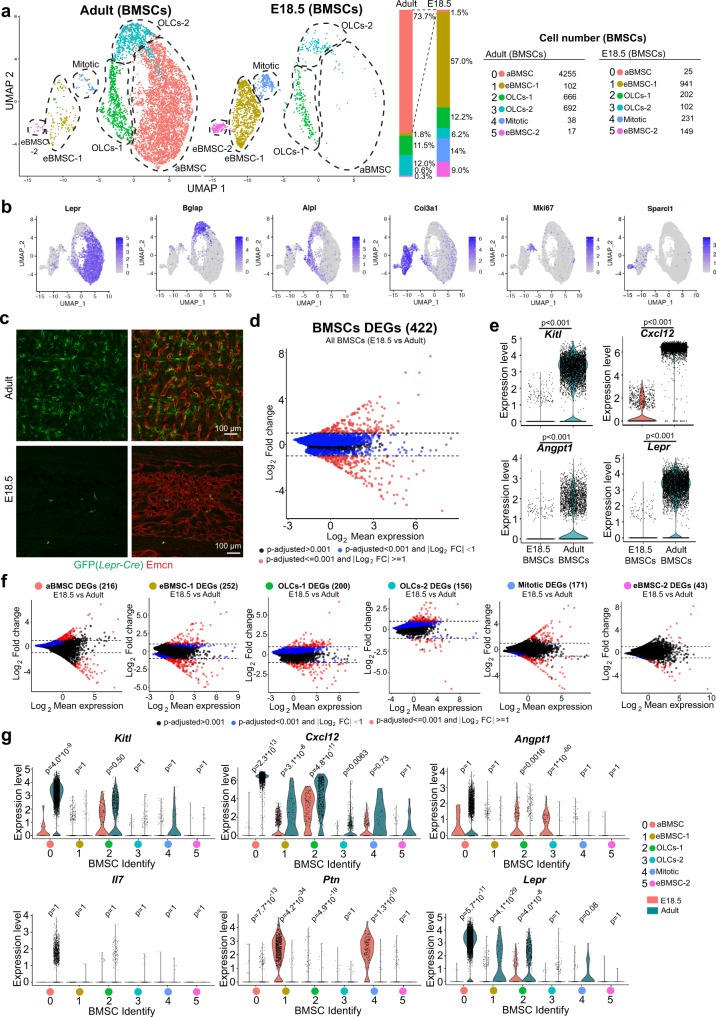
Comparative analysis of embryonic and adult bone marrow stromal cells. **a** UMAP plot showing unsupervised subclustering of E18.5 and adult bone marrow stromal cells (BMSCs). Bar chart indicates percentage and panel on the right shows the number of cells in each subcluster. **b** UMAP plot showing distribution of representative markers for each BMSC subcluster. Color represents relative expression level of the gene. **c** Representative projected confocal images showing the number of *Lepr-Cre*-labeled perivascular cells in adult or E18.5 *R26-mTmG* Cre reporter bone marrow. *Lepr-Cre*-controlled GFP expression predominantly labels sinusoidal vessel-associated (reticular) cells in adult BM, whereas GFP+ cells are very sparse at E18.5. ECs, Emcn (red). **d** Differentially expressed genes (DEGs) between all BMSCs cells at E18.5 and in adult. Blue dots, *p*-adjusted value < 0.001; Red dots, *p*-adjusted value < 0.001 and Log_2_ fold change >1. Two-tailed Student’s *t* test. **e** Violin plots showing expression of critical niche factors in all BMSCs at E18.5 or in adult. The *y* axis indicates expression level of each gene with log normalized value (see “Methods”). Two-tailed Student’s *t* test. **f** DEGs for each E18.5 and adult BMSC subcluster. Blue dots, *p*-adjusted value < 0.001; Red dots, *p*-adjusted value < 0.001 and Log_2_ fold change >1. Two-tailed Student’s *t* test. **g** Violin plots showing expression of HSPC niche-related genes in each E18.5 or adult BMSC subcluster.

The paucity of LepR^+^ reticular cells in fetal BM is confirmed by immunostaining of tissue sections and FACS analysis of genetically labeled cells in *Lepr-Cre R26-mTmG* reporter mice (Fig. 2c; Supplementary Fig. 4e–f; Supplementary Table S1). The distinct molecular properties of embryonic and adult whole BMSCs population are also indicated by the large number of 881 DEGs (Fig. 2d). LepR^+^ reticular cells are known to provide critical niche factors for HSCs, most prominently stem cell factor (SCF; encoded by *Kitl*), the chemokine Cxcl12 and the growth factor angiopoietin-1 (*Angpt1*)^30^. 

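Over all E18.5 BMSCs, *Kitl* (chromosome 10, 100015630 to 100100416) is at 93.9 CPM (86.2 to 102.1), *Cxcl12* (chromosome 6, 117168535 to 117181367) at 648.4 CPM (627.9 to 669.5) and *Angpt1* (chromosome 15, 42424723 to 42676977) at 63.9 CPM (57.6 to 70.7). In eBMSC-1 the levels are 56.8 CPM (48.5 to 66.1) for *Kitl*, 265.8 CPM (247.4 to 285.2) for *Cxcl12* and 34.9 CPM (28.5 to 42.4) for *Angpt1*. OLCs-1 have 376.6 CPM of *Kitl*, 3637.8 CPM (3500.5 to 3779.1) of *Cxcl12* and 174.5 CPM of *Angpt1*. Without OLCs-1, the BMSC level of *Cxcl12* is 221.6 CPM. OLCs-1 contribute 57.4% of all *Cxcl12* UMIs of the library and 18.2% of all *Kitl* UMIs, while cells of the HSPC-like class contribute 47.6% of the *Angpt1* UMIs. From the low levels of these transcripts in fetal BMSCs, set beside adult LepR+ cells that are not analysed here, the paper proposes that *Col3a1*+ eBMSCs do not take over the supply of these factors.

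**Figure D1:**
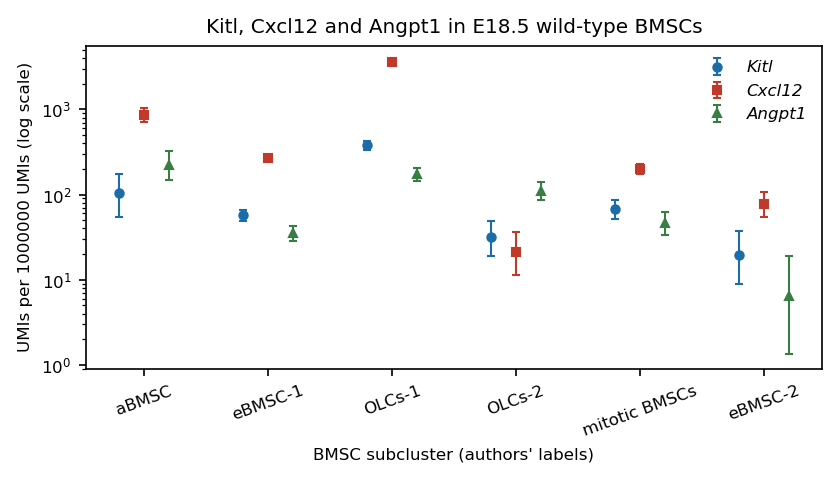
*Kitl*, *Cxcl12* and *Angpt1* in the 6 BMSC subclusters of the E18.5 wild-type library, in UMIs per 1000000 UMIs on a log scale. Points are levels and bars 95% Poisson intervals; *Cxcl12* is highest in OLCs-1 with 3637.8 CPM.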

Consistent with the lack of the LepR^+^ subpopulation at E18.5, expression of all these transcripts is very low in embryonic BMSCs (Fig. 2e; Supplementary Fig. 4d), which implies that the secretion of these niche factors by LepR^+^ cells is not taken over by *Col3a1*^+^ eBMSCs (Fig. 2e, g). Metacell interrelation analysis (Supplementary Fig. 4g), DEG comparison analysis at the subcluster level (Fig. 2f) and interactome analysis of potential interactions with multipotent HSPCs (Supplementary Fig. 4h) support the differences between adult and fetal BMSC populations. Although expression of many known niche factors is low in E18.5 BMSC subclusters, we detect substantially higher expression of another signal acting on HSPCs, the cytokine pleiotrophin (encoded by *Ptn*), in E18.5 BMSCs (Fig. 2g).

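*Ptn* (chromosome 6, 36714929 to 36810220) is at 868.2 CPM (844.5 to 892.5) over all E18.5 BMSCs. Its level is 1288.0 CPM (1217.8 to 1361.2) in mitotic BMSCs, 1224.0 CPM (1184.2 to 1264.8) in eBMSC-1 and 185.5 CPM in OLCs-1. HSPCs have 5.36 CPM (3.23 to 8.37) of *Ptn*, and BMSC-like cells other than OLCs-1 hold 82.4% of its UMIs in the library. A *Ptn* UMI is present in 83.8% of eBMSC-1 cells at a median of 2927 UMIs, against 14.0% of chondrocytes at 2765 UMIs. Thinned to 1000 UMIs per cell, these shares are 61.9% and 7.29%. *Il7* (chromosome 3, 7569994 to 7613760) has 16 UMIs in all BMSCs, 15 of them in OLCs-1 (20.6 CPM, 11.5 to 34.0), and 0 in eBMSC-1, where 3 counts correspond to 1.03 CPM.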

Unsupervised subclustering of bone ECs indicates similar major subpopulations at E18.5 and in adults (Fig. 3a). Both groups contain differentiated AECs with low *Emcn* expression and high levels of transcripts for the kinase Bmx, the transcription factor Sox17, the transmembrane ligand ephrin-B2 (*Efnb2*), the gap junction protein connexin 37 (*Gja4*) and Caveolin-1 (*Cav1*) (Fig. 3b; Supplementary Fig. 5a, b). 

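The part of the E18.5 EC list that is analysed here holds 435 cells. Of these, 232 are capillary-1 ECs (53.3%, 48.5 to 58.1), 56 arterial ECs (12.9%, 9.87 to 16.4), 53 capillary-3 ECs (12.2%, 9.26 to 15.6), 47 sinusoidal ECs and 47 capillary-2 ECs (10.8% each, 8.05 to 14.1). The median depth is 2841 UMIs over all 435 ECs. Own subclustering named from markers puts 13.1% of these cells in the arterial group and 28.0% in the sinusoidal group.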

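In the 56 AECs listed at E18.5, *Emcn* (chromosome 3, 137341067 to 137432185) is at 280 CPM (208.4 to 368.1), against 453.4 CPM in the other 379 ECs, a ratio of 0.617 (0.454 to 0.823). *Bmx* (chromosome X, 164192842 to 164258193) has 20 UMIs in AECs and 3 in the other ECs, a ratio of 44.4 (13.2 to 233.3). *Gja4* (chromosome 4, 127311421 to 127314039) is at 1092.4 CPM in AECs and 19.8 CPM in other ECs, a ratio of 55.2 (36.1 to 88.2). For *Sox17* (chromosome 1, 4490931 to 4497354) the levels are 675.2 and 77.5 CPM (ratio 8.71, 6.61 to 11.5), and for *Efnb2* (chromosome 8, 8617434 to 8661242) 614.8 and 96.5 CPM (ratio 6.37, 4.87 to 8.33). *Cav1* (chromosome 6, 17306335 to 17341452) differs less, with 4858.1 and 2851.7 CPM (ratio 1.70, 1.58 to 1.83), and is at 3636.0 CPM in capillary-2 ECs. As the AEC label comes from clustering these same counts, the ratios are not independent of it.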

*Stab2*^high^ ECs, representing sinusoidal ECs of the BM with important roles in haematopoiesis^26^, are present in both E18.5 and adult samples (Fig. 3a). 

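*Stab2* (chromosome 10, 86841198 to 87008025) has 56 UMIs in the 47 sinusoidal ECs (435.5 CPM, 329.0 to 565.5) and 0 in AECs, where 3 counts correspond to 16.47 CPM. Capillary-1 and capillary-3 ECs have 7 and 8 *Stab2* UMIs. *Vcam1* (chromosome 3, 116109949 to 116129688) is at 723.2 CPM (583.7 to 886.0) in sinusoidal ECs and 11.0 CPM (1.33 to 39.7) in AECs. With the sinusoidal group taken from own clusters, the levels in it are 172.1 CPM of *Stab2* and 294.7 CPM of *Vcam1*.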

Comparison of embryonic and adult ECs at subcluster level reveals several hundred significant DEGs (Fig. 3c) without overt alterations in secreted niche factors such as *Kitl*, *Cxcl12* or *Pdgfb* (Fig. 3d). 

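Over the 435 E18.5 ECs, *Kitl* is at 417.2 CPM (384.0 to 452.5), *Pdgfb* (chromosome 15, 79995874 to 80014977) at 308.2 CPM (279.8 to 338.8) and *Cxcl12* at 200.0 CPM (177.2 to 224.9). *Kitl* is at 435.8 CPM (389.5 to 486.1) in capillary-1 ECs and 62.2 CPM (26.9 to 122.6) in sinusoidal ECs. For *Pdgfb* the level is highest in arterial ECs with 565.4 CPM (461.5 to 685.7), and is 326.2 CPM in capillary-1 ECs and 70.0 CPM in sinusoidal ECs. *Cxcl12* has 12 UMIs in capillary-1 ECs, 1 in sinusoidal ECs and 0 in capillary-2 and capillary-3 ECs.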

Interactome analysis was used to evaluate whether the DEGs in stromal cells and HSPCs are indicative of differences in HSPCs regulation at the transcriptomic level. This analysis suggests substantial changes in potential HSPC-niche cell interactions in embryonic vs. adult bone (Fig. 3e, f). Some of these interactions were validated by previous publications. 

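In the E18.5 wild-type library, *Fgf2* (chromosome 3, 37348346 to 37410108) has 13 UMIs in BMSCs (2.23 CPM, 1.19 to 3.82) and 0 in the 435 ECs, which allows up to 2.15 CPM. *Igf2* (chromosome 7, 142650766 to 142666816) is at 13679.9 CPM (13585 to 13775) in BMSCs and 6606.6 CPM (6472.4 to 6742.8) in ECs. In HSPCs *Igf2* is at 287.9 CPM, and at 60.5 CPM when the 5% of cells with the highest Scrublet scores are left out, an alternative chosen after seeing the data. *Tnfsf9* (chromosome 17, 57105325 to 57107757) is at 10.1 CPM (7.71 to 13.1) in BMSCs, with 2 UMIs in ECs, and at 26.4 CPM (21.1 to 32.5) in chondrocytes.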

Examples include fibroblast growth factor 2 (FGF2), which promotes HSPC expansion^57^, insulin growth factor 2 (IGF2), a regulator of HSC maintenance^58,59^, or tumor necrosis factor ligand superfamily member 9 (TNFSF9), which has been proposed to inhibit stem cell self-renewal^60^.

**Fig. 3:**
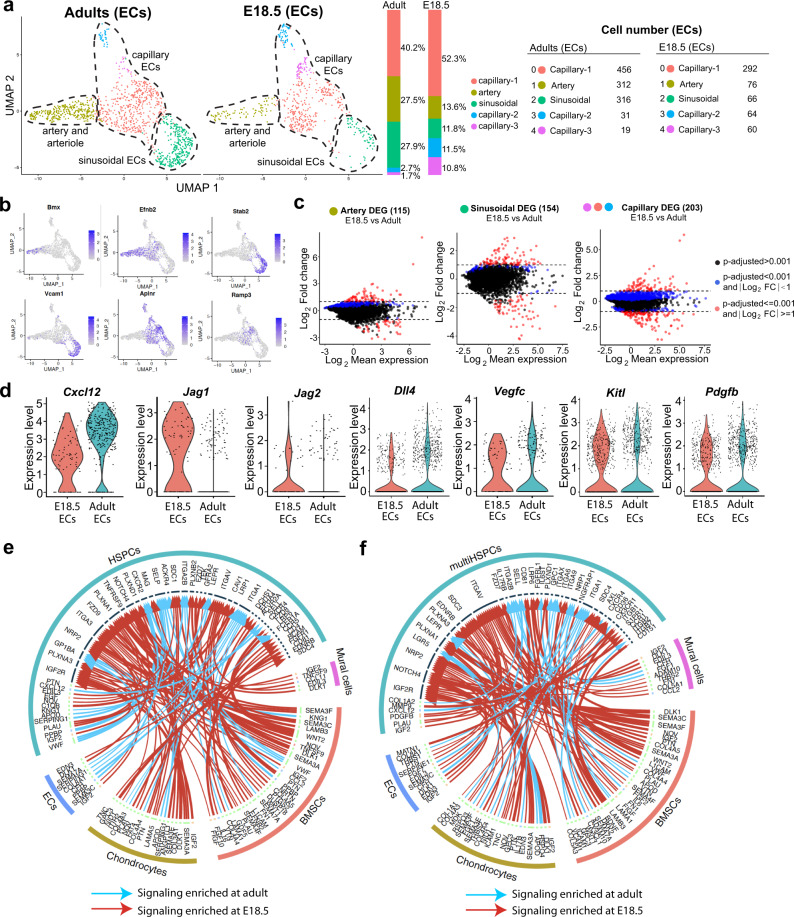
Comparative analysis of embryonic and adult endothelial cells. **a** UMAP plot showing unsupervised subclustering of E18.5 and adult femoral ECs. Bar charts indicate percentage of each subcluster. Cell numbers are shown on the right. **b** UMAP plots showing distribution of representative markers for each EC subcluster. Color represents relative gene expression level. **c** DEGs for E18.5 and adult EC subclusters. Blue dots, *p*-adjusted value < 0.001; Red dots, *p*-adjusted value < 0.001 and Log_2_ fold change >1. Two-tailed Student’s *t* test. **d** Violin plots showing expression of selected EC-derived HSPC-supporting factors at E18.5 or in adult with log normalized values (*y* axis). **e**, **f** Interactome analysis of potential interactions (arrows) between non-haematopoietic supportive cells and HSPCs (**e**) or multipotent HSPCs (**f**). Width of line and arrow represent relative log2 fold change of genes. Cyan arrows indicate signaling enriched in adult; red arrows show enrichment at E18.5.

### Initially-engrafted HSCs and HSPCs are associated with AECs

Next, we asked which cell populations might support the initial engraftment and expansion of HSPCs in fetal BM before the emergence of LepR^+^ reticular cells. Our analysis of stained bone sections reveals that CD150^+^ CD48^−^ CD41^−^ Lin^−^ HSCs are predominantly aligned with Caveolin-1^+^ AECs at E16.5 (Fig. 4a, b; Supplementary Fig. 5c). Statistically, more than 65% of the HSC population is found within a distance of 10 µm from Caveolin-1^+^ AECs (Fig. 4c; Supplementary Fig. 5d), suggesting that arteries might influence the initial colonization of fetal BM by HSCs. Our analysis also shows that these initially engrafted HSCs are preferentially located in the centre of the diaphysis (Supplementary Fig. 5f–g). Similarly, c-Kit^+^ HSPCs are closely aligned with Caveolin-1^+^ AECs at E16.5 (Fig. 4d–f; Supplementary Fig. 5e), suggesting a role of arteries in the colonization of fetal BM by HSCs and HSPCs. 

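In the 56 E18.5 AECs, *Cxcl12* is at 1460.2 CPM (1290.0 to 1646.6), against 10.7 CPM (5.71 to 18.3) in the other listed ECs, a ratio of 136.2 (78.3 to 259.3). With AECs taken from own clusters this ratio is 44.5, the alternative that moves it most. Both groupings come from clustering these same counts, and *Cxcl12* is a leading gene of the own arterial cluster. The ratios of AECs over other ECs are thus not independent of the labels, which the intervals do not cover. A *Cxcl12* UMI is found in 80.4% of AECs at a median depth of 2856 UMIs and in 1.85% of other ECs at 2841 UMIs. Thinned to 1000 UMIs per cell, the shares are 67.3% and 0.541%. *Tgfb2* (chromosome 1, 186622792 to 186705989) has 30 UMIs in AECs and 8 in other ECs, a ratio of 25.0 (11.2 to 63.0). The ratio is 15.4 (8.82 to 28.0) for *Vegfc* (chromosome 8, 54077606 to 54187096), 14.8 (10.5 to 21.1) for *Jag1* (chromosome 2, 137081456 to 137116644) and 10.8 (5.14 to 23.4) for *Jag2* (chromosome 12, 112907819 to 112929776). It is 4.83 (3.69 to 6.32) for *Dll4* (chromosome 2, 119325784 to 119335962) and 1.68 (1.36 to 2.06) for *Kitl*, whose level in AECs is 642.3 CPM. AECs of the own clustering contribute 27.0% of the *Jag1* UMIs, 7.51% of the *Kitl* UMIs and 7.05% of the *Cxcl12* UMIs of the library.

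**Figure D2:**
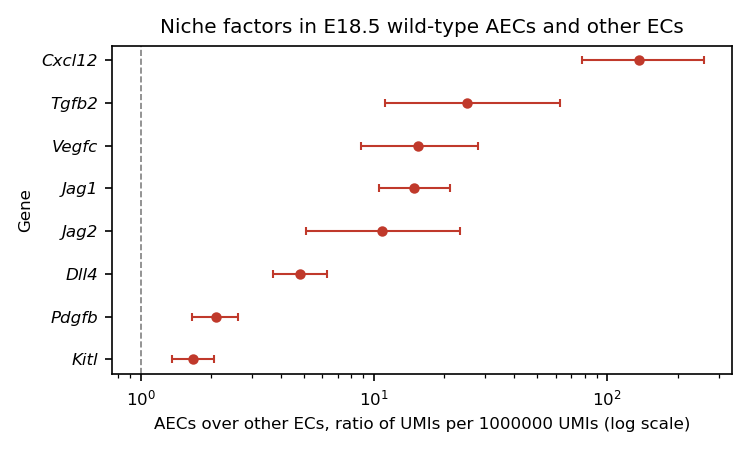
Ratio of levels in the 56 AECs over the other 379 ECs of the E18.5 wild-type library for 8 niche factor genes, on a log scale; the dashed line marks a ratio of 1. Points are ratios and bars exact 95% intervals, from 1.68 for *Kitl* to 136.2 for *Cxcl12*. The AEC labels come from clustering the same counts, so the ratios are not independent of them.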

Analysis of our scRNA-seq data indicates that embryonic AECs express transcripts for niche factors^12,26,61–63^, such as *Cxcl12*, *Kitl*, *Jag1* and *Jag2*, *Dll4*, *Vegfc*, and *Tgfb2*, which are known to act on multipotent HSPCs (Fig. 4g; Supplementary Fig. 6a, b). Interactome analysis further supports signaling interactions between fetal AECs and HSPCs during BM development (Fig. 4h).

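The methods of the interactome analysis keep ligands and receptors among the top 50% of genes by mean expression. Among the 10280 genes with at least 1 UMI in E18.5 AECs, *Cxcl12* ranks in the top 0.550%, *Kitl* in the top 1.95%, *Jag1* in the top 2.11%, *Pdgfb* in the top 2.38% and *Dll4* in the top 2.50%. *Vegfc* ranks in the top 6.67%, *Tgfb2* in the top 10.7% and *Jag2* in the top 15.9%. Among the 13904 genes detected in multipotent HSPCs, *Kit* ranks in the top 10.5%, *Il2rg* in the top 14.8%, *Cxcr4* in the top 16.8%, *Notch2* in the top 26.5% and *Sdc4* in the top 35.5%. *Notch1*, with 19 UMIs, ranks in the top 53.4%, and in the top 35.1% when all 21180 genes of the library are ranked. *Kit*, *Notch1* and *Notch2* were chosen here as receptors of these ligands. The multipotent HSPCs ranked include 32 cells of the osteoclast-like and 27 of the macrophage-like class. *Fzd5* and *Fzd9*, which the paper names as receptors of Wnt2, have 6 and 5 UMIs in multipotent HSPCs. They rank in the top 70.7% and 73.1% of detected genes, and in the top 46.4% and 48.0% of all genes.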

**Fig. 4:**
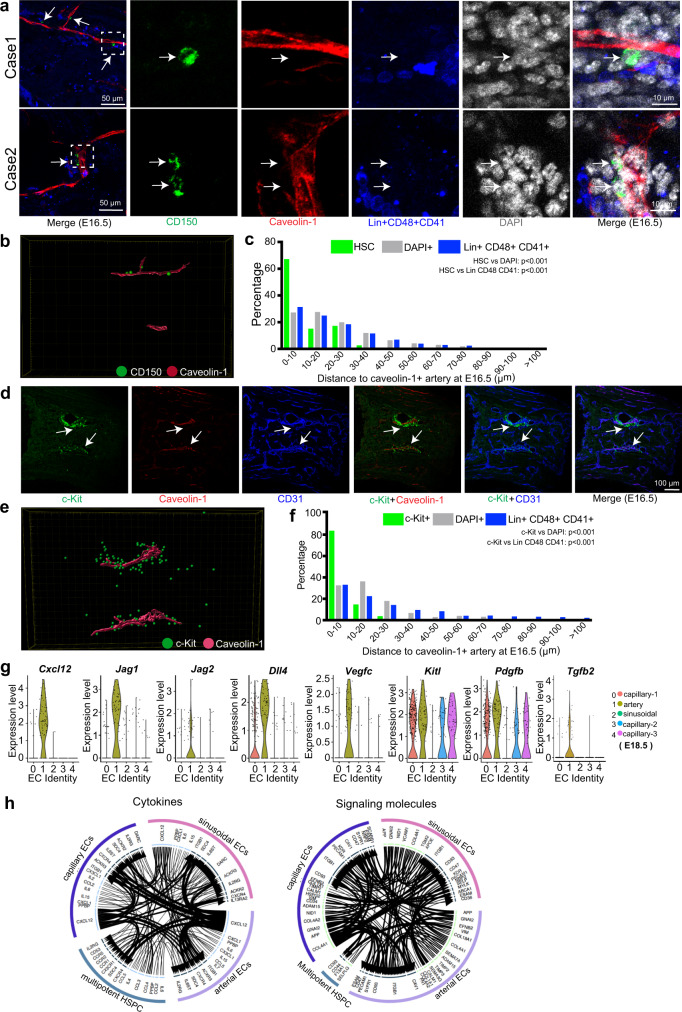
Arteries are linked to initial HSC and HSPC engraftment in fetal BM. **a** Overview and high-magnification representative images showing close alignment of Lin^−^ CD48^−^ CD41^−^ CD150 ^+^ HSC (green, arrows) and Caveolin-1^+^ AECs (red) at E16.5. Blue, Lin^+^ CD48^+^ CD41^+^. White box in left panel indicates position of high magnification images. **b** 3D-reconstructed image showing CD150^+^ cells (green) and Caveolin-1^+^ arteries (red). **c** 3D-reconstruction-based quantification of distance between HSCs (*N* = 48), Lin^+^ CD48^+^ CD41^+^ mature haematopoietic cells (*N* = 2203) or DAPI^+^ random cells (*N* = 6174) and Caveolin-1^+^ AECs at E16.5. *P*-value, Kolmogorov-Smirnov test. **d** Representative images showing close alignment of c-Kit^+^ haematopoietic cells (green) and Caveolin-1^+^ AECs (arrows, red) at E16.5. CD31, blue. **e** Representative 3D-reconstructed image showing location of c-Kit^+^ haematopoietic cells (green) and Caveolin-1 (red). **f** 3D-reconstruction-based quantification of distance between c-Kit^+^ (*N* = 258), Lin^+^ CD48^+^ CD41^+^ mature haematopoietic cells (*N* = 2052) or DAPI^+^ random cells (*N* = 6665) and Caveolin-1^+^ AECs at E16.5. *P*-value, Kolmogorov-Smirnov test. **g** Violin plots showing expression of selected genes encoding angiocrine or HSPC-supportive factors in AECs or other EC subclusters at E18.5 with log normalized values (*y* axis). **h** Interactome analysis of potential interactions (arrows) between multipotent HSPCs and different ECs subclusters. Width of line and arrow represent relative expression level of genes.

### AEC-derived Wnt regulates fetal HSC and HSPC development

Our scRNA-seq analysis also hinted at a role of Wnt signaling in the communication between ECs and HSPCs in fetal bone, but transcripts for many Wnt pathway components were barely detectable in the whole transcriptome dataset. 

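The 19 genes of Wnt ligands have 5 UMIs in the 56 E18.5 AECs, all of *Wnt5a* (chromosome 14, 28504750 to 28527448; 27.4 CPM, 8.91 to 64.1). They have 18 UMIs in all listed ECs and 21 in the 545 HSPCs (5.92 CPM), the latter falling to 2.45 CPM without the 5% of cells with the highest Scrublet scores. BMSCs have 1379 UMIs of Wnt ligand genes (236.8 CPM), 557 of them of *Wnt5a*, out of 3568 UMIs in the library. All 84 *Wnt2* (chromosome 6, 17988940 to 18030585) UMIs of the library lie in listed BMSCs (14.4 CPM, 11.5 to 17.9). The 435 ECs have 0 *Wnt2* UMIs, which allows up to 2.15 CPM, and up to 16.47 CPM in the 56 AECs among them. The 10 Frizzled receptor genes have 144 UMIs in HSPCs (40.6 CPM), of which 43 are of *Fzd7* (chromosome 1, 59482424 to 59486955). *Wls* (chromosome 3, 159839672 to 159938664) has 9 UMIs in AECs (49.4 CPM, 22.6 to 93.8) and is at 47.7 CPM in HSPCs. In HSPCs, *Lef1* has 0 UMIs, which allows up to 0.846 CPM, *Axin2* has 11 UMIs (3.10 CPM, 1.55 to 5.55) and *Ctnnb1* is at 77.8 CPM (68.9 to 87.6).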

We therefore performed targeted scRNA-seq analysis using a custom panel with pre-designed primers for Wnt pathway components (see “Methods”). This analysis revealed that AECs are a source of Wnt ligands in the E18.5 BM with Wnt2, an activator of β-catenin dependent canonical Wnt signaling^64,65^, showing the highest expression (Fig. 5a). Known receptors for Wnt2, namely Frizzled-5 and Frizzled-9, are expressed by haematopoietic cells (Supplementary Fig. 7a, b)^66,67^. Interactome analysis supports potential regulation of haematopoietic cells by AEC-derived Wnt2 at E18.5 (Fig. 5b).

**Fig. 5:**
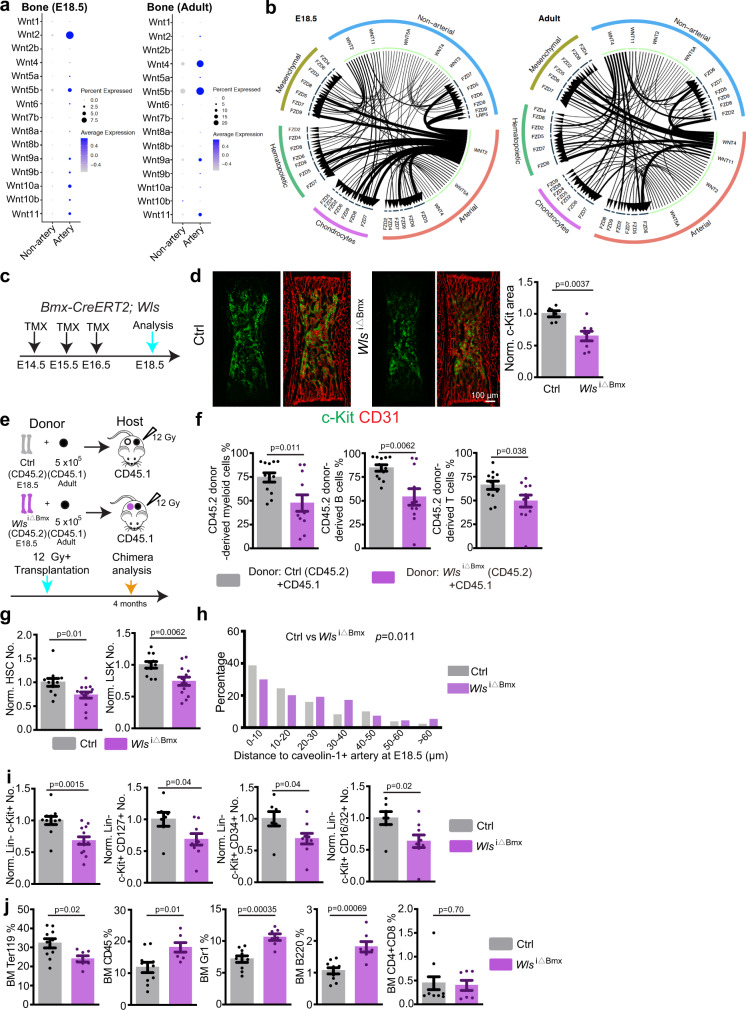
AEC-HSPC crosstalk through Wnt in fetal BM. **a** Targeted scRNA-seq expression analysis showing different Wnt ligands in E18.5 and adult non-arterial or arterial ECs. Dot size indicates percentage of cells where the gene was detected, color represents the average expression level of the gene in each cluster. **b** Interactome analysis depicting potential Wnt signaling interactions in E18.5 and adult BM. Width of line and arrow represent relative expression level of genes. **c** Diagram depicting tamoxifen treatment and analysis of *Wls*^i∆Bmx^mice. **d** Representative overview image of c-Kit^+^ cells in E18.5 *Wls*^i∆Bmx^ mutant and littermate control. Graph shows quantification of c-Kit^+^ cell covered area. Ctrl = 6; *Wls*^i∆Bmx^ = 8. Error bars, mean ± s.e.m. *P* values, two-tailed unpaired Student’s *t* Test. **e** Schematic protocol for CD45.2/CD45.1 long term-repopulating assay. All cells from two *Wls*^i∆Bmx^ or littermate control femurs were used as CD45.2 donor. **f** Quantification of long-term competitive repopulation assay showing percentage of donor-derived (CD45.2, control = 12 and *Wls*^i∆Bmx^ = 11) myeloid cells (CD11b^+^), B cells (B220^+^), and T cells (CD4^+^ and CD8^+^). Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **g** FACS-based quantification of normalized HSC and LSK cell numbers (Ctrl = 11; *Wls*^i∆Bmx^ = 13) in *Wls*^i∆Bmx^ and littermate control BM at E18.5. Absolute cell numbers were normalized to control. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **h** 3D-reconstruction-based quantification of distance between HSCs and Caveolin-1^+^ AECs at E18.5 in *Wls*^i∆Bmx^ (*N* = 102) and littermate control mice (*N* = 272). *P*-value, Kolmogorov-Smirnov test. **i** FACS-based quantification of Lin^−^ c-Kit^+^ (Ctrl = 11; *Wls*^i∆Bmx^ = 13) and of Lin^−^ c-Kit^+^ CD127^+^, Lin^−^ c-Kit^+^ CD34^+^, Lin^−^ c-Kit^+^ CD16/32^+^ cell number (Ctrl = 7; *Wls*^i∆Bmx^ = 9) in *Wls*^i∆Bmx^ and littermate control BM at E18.5. Absolute cell numbers were normalized to control. Error bars, mean±s.e.m. Two-tailed Student’s *t* test. **j** FACS-based quantification of Ter119^+^, CD45^+^, Gr-1^+^, B220^+^, CD4/8^+^ cell percentage in femoral BM of *Wls*^i∆Bmx^ and littermate control at E18.5. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test.

Wnt signaling is an evolutionary conserved pathway implicated in the control of numerous types of tissue stem cells^68,69^. To investigate a potential role of AEC-derived Wnt in HSC and HSPC development, we generated tamoxifen-controlled *Bmx-CreERT2 Wls*^*lox/lox*^*(Wls*^i∆Bmx^) knockout mice (Supplementary Table S1) to eliminate Wntless (encoded by the gene *Wls*), a protein indispensable for secretion of all Wnt family ligands, in AECs (Fig. 5c; Supplementary Fig. 7c–f). In *Wls*^i∆Bmx^ embryos at E18.5, the area containing c-Kit^+^ haematopoietic cells is significantly reduced without alteration in bone length, which argues against unspecific developmental delay (Fig. 5d; Supplementary Fig. 7g). To test whether HSCs are reduced in *Wls*^i∆Bmx^ mice, we performed CD45.2/CD45.1 competitive repopulation analysis. All cells from 2 E18.5 *Wls*^i∆Bmx^ or littermate control femurs were used as CD45.2 donors together with 5 × 10^5^ CD45.1 BM cells from adult CD45.1 donors for transplantation into lethally-irradiated adult CD45.1 recipients (Fig. 5e). Four months after transplantation, CD45.1 recipients transplanted with *Wls*^i∆Bmx^ cells show a significantly lower percentage of CD45.2^+^ cells in the myeloid, B cell and T cell lineage relative to control (Fig. 5f), indicating significant reduction of HSCs in mutant embryos. To confirm the immunostaining and repopulation results, isolated E18.5 *Wls*^i∆Bmx^ and littermate control femurs were analysed by flow cytometry. Consistently, the number of LSK (Lin^−^ Sca1^+^ cKit^+^) cells/HSPCs and HSCs (CD150^+^ CD48^−^ LSK) are reduced in *Wls*^i∆Bmx^ femurs (Fig. 5g and Supplementary Fig. 7h, i). The distance of CD150^+^ CD48^−^ CD41^−^ Lin^−^ HSCs to Caveolin-1^+^ arteries is significantly increased in *Wls*^i∆Bmx^ femurs relative to littermate control at E18.5 (Fig. 5h and Supplementary Fig. 7j, k). Similarly, the number of other Lin^−^ c-Kit^+^ HSPC subsets is reduced in *Wls*^i∆Bmx^ femurs (Fig. 5i; Supplementary Fig. 8a). In E18.5 *Wls*^i∆Bmx^ femur the percentage of Ter119^+^ erythrocytes is reduced, whereas the percentage of myeloid and B-lymphocyte is increased, suggesting that the balance of haematopoietic cell generation in BM is disturbed (Fig. 5j). In contrast, similar changes are absent in *Wls*^i∆Bmx^ peripheral blood, which also receives blood cells generated in the fetal liver (Supplementary Fig. 8b). Consistent with the latter, we do not detect significant reductions of c-Kit^+^ cells, the c-Kit^+^ covered area or the number of other HSPCs in fetal liver (Supplementary Fig. 8c, d). When cells from embryonic *Wls*^i∆Bmx^ liver are analysed by competitive repopulation assay, CD45.2^+^ cells in the myeloid, B cell and T cell lineage are not significantly different relative to littermate control (Supplementary Fig. 8e, f). Likewise, when cells from *Wls*^i∆Bmx^ fetal liver are transplanted into lethally-irradiated mice, haematopoietic reconstitution efficiency is not significantly altered (Supplementary Fig. 8g, h). These results argue that alterations in *Wls*^i∆Bmx^ femoral BM are not caused by defective HSPC expansion in liver. In contrast to the defects seen in AEC-specific *Wls*^i∆Bmx^ mutants, tamoxifen-controlled blockade of Wnt ligand release from vascular smooth muscle cells (vSMCs), which cover larger arteries, in *Myh11-CreER Wls*^*lox/lox*^ (*Wls*^i∆Myh11^) mutants do not affect HSCs and c-Kit^+^ haematopoietic cells (Supplementary Fig. 9a, b). Thus, AECs but not vSMCs are a relevant source of Wnt ligands during fetal BM development.

### BM innervation is not critical for fetal HSPC development

Next, we investigated how AEC-derived Wnt ligands might influence HSPC expansion. We found that an artery located near the lesser trochanter of femur (defined as trochanter artery) extends into BM from E15.5 onward (Supplementary Fig. 10a–d). Tuj1^+^ (neuron-specific class 3 beta-tubulin) nerve fibres are closely aligned with the extending trochanter artery and invade the femoral BM after E16.5 (Supplementary Fig. 10e–g). Notably, the distal front of Tuj1^+^ nerve fibres trail the extending artery (Supplementary Fig. 10f, g), suggesting that AECs might guide nerve growth. Indeed, *Wls*^i∆Bmx^-induced blockade of Wnt secretion from AECs also results in delayed nerve extension into the developing femur (Supplementary Fig. 10h), a defect that is not seen in *Wls*^i∆Myh11^mutants (Supplementary Fig. 9c). In the adult, sympathetic nerves control HSC behavior by providing adrenergic signals acting on stromal niche cells and dopaminergic signals acting on HSPCs^12,14,17^. To investigate whether the loss of HSPC in *Wls*^i∆Bmx^ mutants is secondary to delayed nerve ingrowth, we inactivated β-catenin (encoded by *Ctnnb1*), a critical transcriptional regulator mediating canonical Wnt signaling, in Wnt1^+^ cells. In *Wnt1-Cre R26-mTmG* (*Wnt1-mTmG*) mice (Supplementary Table S1), GFP expression labels Wnt1+ cells and their descendants. The resulting GFP expression labels nerves in embryonic bone, as indicated by co-localization of GFP with several neuronal markers. These GFP^+^ nerves enter the femur at E17.5 and extend significantly into the developing BM in neonates (Supplementary Fig. 10i–n). In E18.5 *Wnt1-Cre*^*+/T*^ *Ctnnb1*^*lox/lox*^ (*Ctnnb1*^∆Wnt1^) mutants (Supplementary Table S1), the nerve is significantly shorter relative to littermate control mice, whereas the area covered by c-Kit^+^ cells is not altered (Supplementary Fig. 10o, p). This result indicates that delayed nerve extension is not the underlying cause of HSPC defects in *Wls*^i∆Bmx^ mutants.

### AECs regulate HSPC proliferation through β-catenin

Next, we addressed whether AEC-derived Wnt signals can influence HSPC function directly. Flow cytometric analysis of E18.5 embryos carrying a *Tcf/Lef:H2B-*GFP reporter allele^70^ indicates GFP expression in LSK cells (Supplementary Fig. 11a). Likewise, scRNA-seq analysis reveals the expression of several Wnt pathway components in HSPCs (Supplementary Fig. 11b). For functional studies, we generated *Vav1-Cre*^*+/T*^ *Ctnnb1*^*lox/lox*^ (*Ctnnb1*^∆Vav1^) mutants lacking β-catenin function in Vav1^+^ haematopoietic cells. At E18.5, the c-Kit^+^ cell area as well as the number of HSCs, LSK cells and other Lin^−^ c-Kit^+^ HSPC are reduced in *Ctnnb1*^∆Vav1^ femur relative to littermate control (Figs. 6a–d). To circumvent potential defects in early haematopoietic development and confirm the necessity of β-catenin-dependent Wnt signaling in c-Kit^+^ HSPCs, we next generated tamoxifen-inducible *Kit-CreER*^*+/T*^ *Ctnnb1*^*lox/lox*^ (*Ctnnb1*^*i*∆Kit^) mice. Following tamoxifen administration from E14.5-E17.5, *Ctnnb1*^*i*∆Kit^ mutants show reduction of the c-Kit^+^ area in femur, reduced number of HSCs, LSK cells and other HSPCs (Fig. 6e–h; Supplementary Fig. 11c). Importantly, *Kit-CreER* induces only limited recombination in Emcn^+^ ECs in embryonic femur (Supplementary Fig. 11d)^71^, further arguing for a role of β-catenin in HSPCs. Indicating that the reduction of HSPCs is not caused by the knock-in of CreER into the *c-Kit* locus itself, the number of HSPCs is not significantly altered in *Ctnnb1*^*i*∆Kit^ embryos without tamoxifen treatment (Supplementary Fig. 11e). The sum of these results indicates that AEC-controlled Wnt/β-catenin signaling promotes HSPC expansion in fetal BM.

**Fig. 6:**
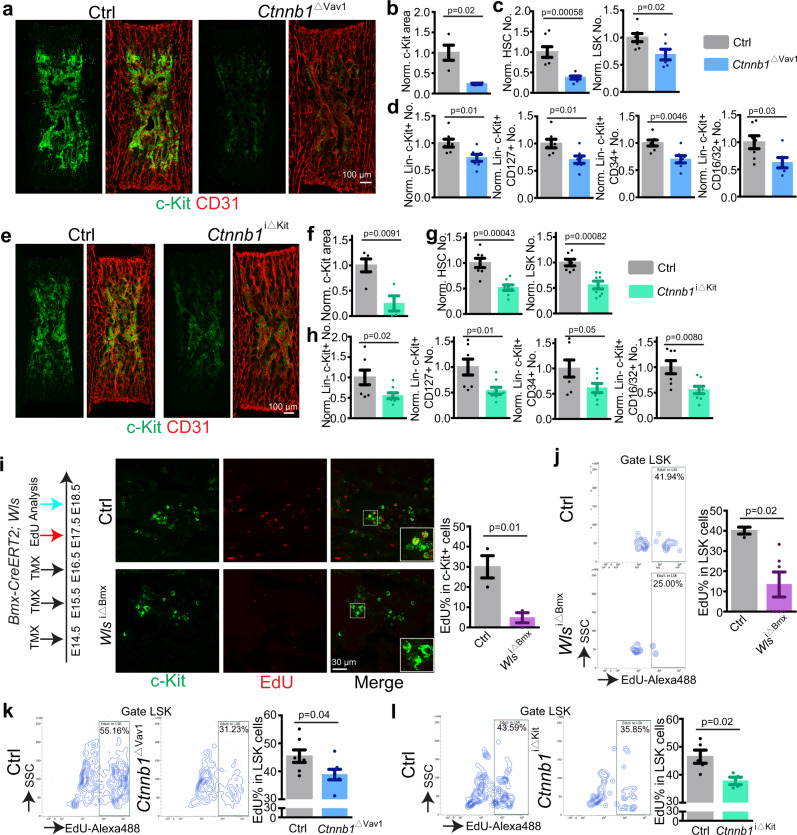
AECs regulate HSPC proliferation through Wnt and β-catenin. **a** Overview images showing c-Kit^+^ cell covered area in *Ctnnb1*^∆Vav1^ knockout and littermate control BM at E18.5. **b** Quantification of c-Kit^+^ cell covered area (Ctrl = 4; *Ctnnb1*^∆Vav1^ = 4). Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **c**, **d** FACS-based quantification of normalized HSC and LSK cells (**c**) and of Lin^−^ c-Kit^+^, Lin^−^ c-Kit^+^ CD127^+^, Lin^−^ c-Kit^+^ CD34^+^, Lin^−^ c-Kit^+^ CD16/32^+^ cells in *Ctnnb1*^∆Vav1^ and littermate controls at E18.5 (**c**). Ctrl = 7; *Ctnnb1*^∆Vav1^ = 7. Absolute cell numbers were normalized to control. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **e** Representative overview images of c-Kit^+^ cell covered area in *Ctnnb1*^i∆Kit^ and littermate control BM at E18.5. **f** Quantification of c-Kit^+^ cell covered area. Ctrl = 5; *Ctnnb1*^i∆Kit^ = 4. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **g**, **h** FACS-based quantification of normalized HSC and LSK cells (**g**) and of Lin^−^ c-Kit^+^, Lin^−^ c-Kit^+^ CD127^+^, Lin^−^ c-Kit^+^ CD34^+^, Lin^−^ c-Kit^+^ CD16/32^+^ cells (**h**) in *Ctnnb1*^i∆Kit^ mutants and littermate controls at E18.5. Ctrl = 7; *Ctnnb1*^i∆Kit^ = 8. Absolute cell numbers were normalized to control. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **i** Diagram showing tamoxifen injection, EdU injection and analysis of *Wls*^i∆Bmx^ mutants. High magnification single plane images showing EdU labeling of c-Kit^+^ cells. Image-based quantification of EdU% in c-Kit^+^ cells. Ctrl = 3; *Wls*^i∆Bmx^ = 3. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **j** Representative FACS plot showing EdU incorporation into *Wls*^i∆Bmx^ and control LSK cells. FACS based quantification of EdU% in *Wls*^i∆Bmx^ (*N* = 6) and control (*N* = 3) LSK cells. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **k** FACS plot showing EdU incorporation into *Ctnnb1*^∆Vav1^ and control LSK cells. Quantification of EdU% in LSK cells. Ctrl = 7; *Ctnnb1*^∆Vav1^ = 7. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **l** FACS plot showing EdU incorporation into *Ctnnb1*^i∆Kit^ and control LSK cells. Quantification of EdU% in LSK cells. Ctrl = 5; *Ctnnb1*^i∆Kit^ = 4. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test.

Arguing further for the regulation of HSPCs by Wnt ligands, we detect significantly reduced EdU incorporation into *Wls*^i∆Bmx^ c-Kit^+^ haematopoietic cells and LSK cells from E18.5 femur (Fig. 6i, j). Similar EdU incorporation defects are seen in *Ctnnb1*^∆Vav1^ and *Ctnnb1*^*i*∆Kit^ mutant LSK cells relative to the corresponding littermate control samples (Fig. 6k, l). Treatment of FACS-isolated neonatal Lin^−^ c-Kit^+^ cells with the Wnt/β-catenin signaling inhibitor endo-IWR-1 (IWR-1) significantly inhibits colony formation in vitro (Supplementary Fig. 12a). IWR-1-treated Lin^−^ cells are more abundantly found in G_0_ phase and reduced at the G_1_/S and G_2_/M checkpoints (Supplementary Fig. 12b). Wnt inhibition also reduces the intensity and distribution of nuclear Cyclin D1 immunostaining in neonatal Lin^−^ c-Kit^+^ cells in vitro (Supplementary Fig. 12c).

Ex vivo treatment of HSPCs with Wnt2, the major Wnt ligand expressed by AECs in fetal BM (Fig. 5a), promotes EdU incorporation and colony formation ability of FACS-isolated LSK cells (Fig. 7a, b). Furthermore, repeated Wnt2 stimulation of cultured adult or neonatal LSK cells significantly increases the absolute number of HSCs and LSK cells as well as total cells (Fig. 7c, d; Supplementary Fig. 13a, b). Next, we added Wnt2 to cultured GFP^+^ LSK cells sorted from *Vav1-Cre Rosa26-mTmG* double transgenic mice, in which descendant haematopoietic cells are genetically (and irreversibly) labeled by expression of membrane-anchored GFP, prior to transplantation into lethally-irradiated WT mice (Fig. 7e). In recipient animals, the percentage of GFP^+^ cells and GFP^+^ myeloid cells are significantly increased after Wnt2 pre-treatment (Fig. 7f–h; Supplementary Fig. 13c). Similarly, haematopoietic reconstitution at 2 weeks after transplantation is significantly increased when donor cells were pre-treated with Wnt2 (Fig. 7i, j; Supplementary Fig. 13d). Together, the results above indicate that AEC-controlled Wnt/β-catenin signaling promotes colonization of bone by HSPCs in the embryo. Furthermore, we show that Wnt2, a ligand that is highly expressed by AECs in fetal BM, increases HSPC proliferation and colony formation.

**Fig. 7:**
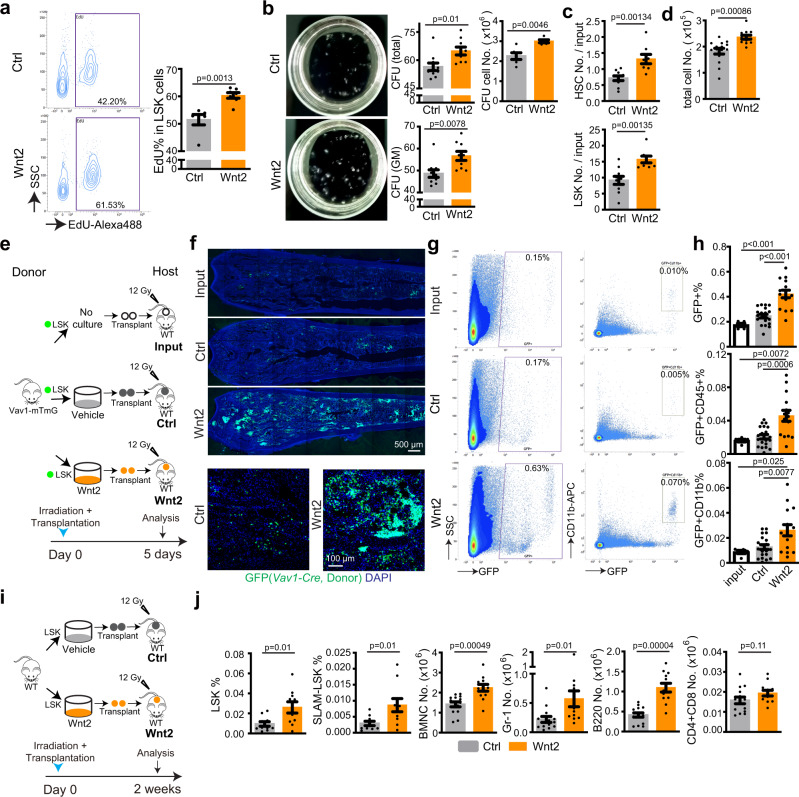
Wnt2 promotes HSPC proliferation and transplantation. **a** Representative FACS plot showing transient EdU incorporation into sorted LSK cells after treatment with Wnt2 or vehicle. Quantification of EdU% in LSK cells. Ctrl = 6; Wnt2 = 7. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **b** Representative images (8 days after seeding) and quantification of colony forming units from 600 isolated wild-type adult LSK cells. For colony count, vehicle = 10; Wnt2 = 9. For total cell number count, vehicle = 6; Wnt2 = 5. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **c**, **d** Quantification of HSC number and LSK number fold change relative to adult cell input (**c**); vehicle = 10; Wnt2 = 9. Absolute cell number after Wnt2 treatment (**d**); vehicle = 15; Wnt2 = 14. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **e** Diagram showing Wnt2-treatment of sorted adult *Vav1-mTmG* LSK cells in vitro followed by analysis at 5 days after transplantation into lethally-irradiated WT mice. **f** Representative overview and high-magnification immunostaining results showing hosts bone sections at 5 days after transplantation with Wnt2 or vehicle-pretreated GFP+ cells or fresh input cells. **g** FACS plot showing GFP^+^ or GFP^+^ CD11b^+^ cells from hosts at 5 days after transplantation with Wnt2 or vehicle-pretreated GFP^+^ cells or fresh input cells. **h** FACS based quantification of GFP^+^, GFP^+^ CD45^+^ and GFP^+^ CD11b^+^ cell percentage in BM at 5 days after transplantation. Input = 5; ctrl = 20; Wnt2 = 15. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test. **i** Diagram showing Wnt2-treatment of sorted adult WT LSK cells in vitro followed by analysis at 2 weeks after transplantation into lethally-irradiated WT mice. **j** FACS based quantification of LSK%, SLAM-LSK% (ctrl = 10; Wnt2 = 10) as well as the number of BMNCs, Gr-1^+^ myeloid cells, B220^+^ B-lymphocytes and CD4/8^+^ T-lymphocytes. ctrl = 14; Wnt2 = 12. Error bars, mean ± s.e.m. Two-tailed Student’s *t* test.

## Discussion

The sum of our work provides insight into a little understood biological process, namely the de novo colonization of fetal bone by HSPCs^9^, which is essential for the development of a fully functional haematopoietic system. Our single cell transcriptomic analysis reveals substantial differences between fetal and adult BM with regard to cellular composition, gene expression and cell-cell interactions. LepR^+^ reticular cells, a stromal cell population that is associated with sinusoidal vessels and provides essential niche signals for HSPCs in the adult organism^18,19,55^, are absent in fetal marrow. This finding is consistent with previous publications using immunostaining and FACS to investigate BMSC development^54–56^, but our scRNA-seq analysis suggests that absence of the LepR^+^ population reflects not just absent expression of a single gene, namely *Lepr*, but the actual lack of a BMSC subcluster in fetal BM. As LepR^+^ perivascular cells become abundant at 2 weeks after birth, one possibility is that their function is taken over by another population of perivascular mesenchymal cells in the embryo and during early postnatal development. Our work identifies eBMSC-1 as the most abundant perivascular cell population in fetal BM, but these cells do not extend overt reticular fibres and lack the expression of major niche factors, such as SCF, Cxcl12 or angiopoietin-1. A small population of eBMSC-1 cells is also found in adult BM, but these cells only represent a small fraction of total BMSCs and there are substantial differences in gene expression between eBMSC-1 cells found at E18.5 and their adult counterpart. While future work will have to address the function and differentiation potential of the eBMSC-1 population, it is possible that these cells are immature and might give rise to other BMSC populations. It is also notable that, with the exception of LepR^+^ reticular cells, other major cellular components of adult BM stroma are already present in the fetus and might therefore support haematopoietic colonization of marrow.

Numerous studies have investigated the niche microenvironment of HSCs in adult bone. It has been proposed that arteriolar niches maintain HSC quiescence in the adult^61,72^, whereas several other studies place quiescent, long-term adult HSCs in the proximity of sinusoidal vessels and thereby LepR^+^ reticular niche cells^73,74^. While our findings do not rule out potential contributions of sinusoidal vessels, osteoblastic cells and other stromal cell populations, we show that LepR^+^ reticular cells are absent in fetal BM and that embryonic HSCs and HSPCs are associated with the artery in the developing femur. Arteries are involved in the development of the haematopoietic system at multiple levels. In the early embryo, the aorta is a major site for emergence of definitive HSCs through endothelial-haematopoietic transition and, later in development, arterioles help to maintain HSCs in the fetal liver^4,6,8^. Our findings add further light on the role of arteries by showing that they promote the first haematopoietic colonization of fetal BM by activating canonical, β-catenin-dependent Wnt signaling in HSPCs. AEC-derived Wnt enhances HSPC expansion and proliferation, but, as we see a reduction of these cells in E16.5 femur, additional roles in the circulation, entry or engraftment of fetal HSPCs should not be ruled out. In addition to AECs, other stromal cell populations might contribute to the haematopoietic colonization of fetal BM, which may involve the release of Wnt ligands but also other molecular signals. This might potentially explain why the phenotypes seen in *Ctnnb1*^∆Vav1^ or *Ctnnb1*^*i*∆Kit^ mutants are more severe than the haematopoietic defects in *Wls*^i∆Bmx^ embryos. Canonical and non-canonical Wnt signaling has been previously implicated in other aspects of HSPC function^69,75–77^, which is consistent with our findings.

Our work closes an important knowledge gap in the development of the haematopoietic system between haematopoiesis in the fetal liver^8^ and the establishment of the mature marrow in postnatal life. Our findings raise multiple interesting questions that deserve further investigation. What are the cellular and molecular changes mediating the relocation of HSCs from arteries towards sinusoidal vessels in postnatal marrow? What is the exact nature of eBMSCs and do these cells give rise to other mesenchymal cell populations found in adult BM, and could this process be repeated after irradiation and BM transplantation? As irradiation-based conditioning for HSPC transplantation leads to loss of LepR^+^ cells^78^, it will be also interesting to evaluate whether AEC-derived Wnt and other signals might drive transplant engraftment and expansion, as it has been shown for SCF^61^. Thus, findings in fetal marrow may potentially open up new conceptual avenues for BM regeneration.

## Methods

### Animal experiments and genetically modified mice

All experiments were performed according to the institutional guidelines and laws, following the protocols approved by animal ethics committees and covered by permissions granted by the Landesamt fuer Natur, Umwelt und Verbraucherschutz (LANUV) of North Rhine-Westphalia, Germany.

Following overnight mating, female mice were examined in the following morning for the presence of a vaginal plug, which was counted as embryonic day 0.5 (E0.5). C57BL/6 mice were used for all analysis of wild-type BM. The developmental stage of embryos was confirmed by morphological features. Mice were typically sacrificed between 8 am and 10 am local time. Littermates with appropriate genotypes were used as controls for mutants whenever possible.

The transgenic mouse models used in this study are summarized in Supplementary Table 1. *Efnb2*^*GFP*^^79^, *TCF/Lef:H2B-GFP*^70^, *Cdh5-membrane-tdTomato H2B-EGFP* (*Cdh5-mTnG*)^80^ reporters were used for the visualization of AECs, Wnt signaling and EC surface and nuclei, respectively. In *Rosa26-mTmG*^81^ reporter mice, Cre activity leads to an irreversible switch from constitutive expression of membrane-anchored tdTomato protein to membrane-anchored GFP. *Rosa26-mTmG* Cre reporter animals were interbred with *Bmx-CreERT2*^82^ and *Wnt1-Cre*^83^ mice for genetic lineage tracing or the labeling of cells. For genetic lineage tracing, 1 mg tamoxifen (Sigma, T5648) was administered to pregnant dams at E14.5(*Bmx-mTmG*). Mice were analysed at the time point indicated in the figures and legends.

Floxed *Wls*(*Wls*^tm1.1Lan^)^84^ conditional mutants were interbred with *Myh11-cre/ERT2*^*1Soff/J*^^85^ or *Bmx-CreERT2* mice to generate *Wls*^i∆Myh11^ (*Myh11-CreER*^*+/T*^ *Wls*^*f/f*^; littermate control *Myh11-CreER*^*+/+*^ *Wls*^*f/f*^) and *Wls*^i∆Bmx^(*Bmx-CreER*^*+/T*^ *Wls*^*f/f*^; littermate control *Bmx-CreER*^*+/+*^ *Wls*^*f/f*^) animals, respectively. For smooth muscle cell-specific gene inactivation (*Wls*^i∆Myh11^), 3 mg tamoxifen were injected intraperitoneally to pregnant dams once a day from E14.5 to E16.5. For AEC-specific gene inactivation (*Wls*^i∆Bmx^), pregnant dams received 2 mg tamoxifen intraperitoneally once a day from E14.5 to E16.5.

Floxed *Ctnnb1* (*Ctnnb1*^tm2Kem^)^86^ conditional mutants were interbred with *Wnt1-Cre, Vav1-Cre*^87^ or *Kit-CreER*^71^ mice to generate *Ctnnb1*^∆Wnt1^ (*Wnt1-Cre*^*+/T*^ *Ctnnb1*^*f/f*^; littermate control *Wnt1-Cre*^*+/+*^ *Ctnnb1*^*f/f*^), *Ctnnb1*^∆Vav1^ (*Vav1-Cre*^*+/T*^ *Ctnnb1*^*f/f*^; littermate control *Vav1-Cre*^*+/+*^ *Ctnnb1*^*f/f*^) or *Ctnnb1*^*i*∆Kit^ (*Kit-CreER*^*+/T*^ *Ctnnb1*^*f/f*^; littermate control *Kit-CreER*^*+/+*^ *Ctnnb1*^*f/f*^) mutants. For *Ctnnb1*^*i*∆Kit^ mice, 2 mg tamoxifen were injected intraperitoneally to pregnant dams once a day from E14.5 to E17.5.

All animals were maintained in a predominantly C57BL/6 background either by interbreeding (for conditional mutants) or by backcrossing to C57BL/6 wild-type mice (for Cre/CreERT2 lines and reporter alleles but also for the expansion of newly imported or freshly generated lines). Mice were routinely genotyped by PCR. Protocols and primer sequences can be provided upon request. All the animals were housed in the animal facility at the Max Planck Institute for Molecular Biomedicine.

### Flow cytometry

Information about primary antibodies is summarized in Supplementary Table 2.

Embryonic femurs were dissected under a microscope and crushed by pestle repeatedly before cells were collected in 2% FCS-PBS solution. Tissues were immersed in 2 ml dissociation solution (2% FCS-PBS solution with approximate 145 U/ml type 4 Gibco collagenase) and incubated at 37 °C for 30 min. Samples were filtered using 50 μm Cell Trics (Sysmex, 04-0042-2317) to obtain single cell suspensions. Before and after the passage of bone cells, 1 ml FCS-PBS was used to wash the Cell Trics. Primary antibodies were diluted in 2% FCS-PBS solution and incubated with cells on ice for 30 min. Cells were washed 1 time by 2% FCS-PBS solution and incubated with secondary antibodies for 30 min. Cells were resuspended in 2% FCS-PBS supplemented with 1 µg/ml DAPI to allow exclusion of nonviable cells when required and used for flow cytometry. Adult bones were treated with similar conditions for FACS staining. Cell analysis was performed using a BD FACSVerse.

Livers samples were gently crushed by pestle before cells were dissociated, filtered and stained using the same procedure as for bone marrow cells.

### Single cell RNA-seq library preparation and sequencing

Mouse fetal femur single cells were obtained as described above in the flow cytometry section and stained with biotin-conjugated antibodies for Lin (Ter119, Gr-1, B220, CD3e) (BD, 559971) followed by negative selection using streptavidin-coated magnet beads (MiltenyiBiotec, 130-105-637). To deplete lineage committed hematopoietic cells in adult BM, whole BM cells were incubated with lineage cocktail antibody (Miltenyi Biotec, 130-090-858, 10 μl per 10^7^ cells) and separated using LS columns (Miltenyi Biotec, 130-042-401) via MACS Separator. The remaining Lin- cells were further incubated with biotinylated anti-CD71 antibody (Biolegend, 113803, 10 μl per 10^7^ cells) and Anti-biotin Microbeads (Miltenyi Biotec, 130-105-637, 20 μl of per 10^7^ cells) before separation with an LS column. The remaining cells were then incubated with CD117 (Miltenyi Biotec, 130-091-224, 10 μl per 10^7^ cells), CD45 (Miltenyi Biotec, 130-052-301, 10 μl per 10^7^ cells) and Ter119 (Miltenyi Biotec, 130-049-901, 10 μl for 10^7^ cells) antibodies for a final lineage separation to maximize the cells of interest. Single cells were counted using Luna-II automated cell counter (Logos Biosystems) and E18.5 or adult were loaded on a microwell cartridge of the BD Rhapsody Express system (BD) following the manufacturer’s instruction. Single cell whole transcriptome analysis libraries were prepared according to the manufacturer’s instructions using BD Rhapsody WTA Reagent kit (BD, 633802) and sequenced on the Illumina NextSeq 500 using High Output Kit v2.5 (150 cycles, Illumina) for 2 × 75 bp paired-end reads with 8 bp single index aiming sequencing depth of >20,000 reads per cell for each sample.

### Single cell RNA-seq data analysis

Sequencing data were processed with UMI-tools (version 1.0.1), aligned to the mouse reference genome (mm10) with STAR (version 2.7.1a), and quantified with Subread featureCounts (version 1.6.4). Alternatively, we also processed the FASTQ format of sequencing raw data with BD Rhapsody WTA Analysis pipeline (version 1.0) on SevenBridges Genomics online platform (SevenBridges) especially for the quality control. After the sequencing data quality control and genome alignment, we recovered 16,171 reads per cell for adult BMSCs and 10,203 reads per cell for E18.5 BMSCs. The sequencing saturation percentages were 87.69% and 80.06%, respectively.

Data normalization, detailed analysis and visualization were performed using Seurat (version 3.1.3) if not specified otherwise. For initial quality control of the extracted gene-cell matrices, we filtered cells with parameters nFeature_RNA > 200 & nFeature_RNA < 5000 for number of genes per cell and percent.mito < 30 for percentage of mitochondrial genes and genes with parameter min.cell = 3. Filtered matrices were normalized by LogNormalize method with scale factor = 10,000. Variable genes were found with parameters of mean.function = ExpMean, dispersion.function = LogVMR, x.low.cutoff = 0.0125, x.high.cutoff = 3 and y.cutoff = 0.5, trimmed for the genes related to cell cycle (GO:0007049) and then used for principal component analysis. FindIntegrationAnchors and IntegrateData with default options were used for the data integration. Statistically significant principal components were determined by JackStraw method and the first 11 principal components were used for UMAP non-linear dimensional reduction.

Unsupervised hierarchical clustering analysis was performed using FindClusters function in Seurat package. We tested different resolutions between 0.1~0.9 and selected the final resolution using clustree R package to decide the most stable as well as the most relevant for our previous knowledges. Cellular identity of each cluster was determined by finding cluster-specific marker genes using FindAllMarkers function with minimum fraction of cells expressing the gene over 25% (min.pct = 0.25), comparing those markers to known cell type-specific genes from previous studies and further confirmed using the R package SingleR, which compares the transcriptome of each single cell to reference datasets to determine cellular identity.

For subclustering analysis, we isolated specific cluster(s) using subset function, extracted data matrix from the Seurat objectusing GetAssayData function and repeated the whole analysis pipeline from data normalization.

Differentially expressed genes (DEGs) were identified using the non-parametric Wilcoxon rank sum test by FindMarkers function of Seurat package. We used default options for the analysis if not specified otherwise. Results were visualized using EnhancedVolcanoR package (version 1.10.0). FeaturePlot, VlnPlot and DotPlot functions of Seurat package were used for visualization of selected genes. The “VlnPlot” function of Seurat package was used for violin plots to show the expression level of selected genes with log normalized value by default.

The MetaCellR package was used to compute cell-to-cell similarity, to compute k-NN graph covers and derive distribution of RNA in small homogeneous groups of cells, which are defined as metacells and to derive strongly separated clusters using bootstrap analysis and computation of graph covers on resampled data. We removed mitochondrial genes (annotated with the prefix ‘^mt-’) and cells in which <800 UMIs were detected from the matrix. Gene features were selected using the threshold value for normalized var/mean (T_vm) = 0.08 and a minimum total UMI count >100. We created a similarity graph using balanced K-nn graph with K = 100, resampled to 500 metacell partitions (n_resamp = 500), each covering 75% of the cells (p_resamp = 0.75), performed bootstrap to generate co-clustering graph with the number of associated neighbors > 30 (K = 30) and minimum metacell size > 30 (min_mc_size = 30) and removed outlier cells that strongly deviate from their metacell’s expression profile using mcell_mc_split_filt function. Previously identified top marker genes for each cluster in Seurat objects were used for clustering and coloring of metacells. The results were visualized using mcell_mc2d_plot, the two-demensional projection function of MetaCell (version 0.3.6).

An R package iTALK (10.1101/507871) (version 0.1.0) was used for the ligand-receptor interactome analysis. For the analysis of each single sample, top 50% of genes in their mean expression values were selected and used for ligand-receptor pair identification using FindLR function with datatype = mean count. For comparative interactome analysis, differentially expressed genes between samples were identified in each cell type using the non-parametric Wilcoxon rank sum test and used for the detection of ligand-receptor pairs using FindLR function. The results were plotted by LRPlot function with datatype = DEG. Metadata for each cell (Supplementary Data 1), cluster-specific markers (Supplementary Data 2) and matrics summary of each experiment (Supplementary Data 3) are provided with this paper.

### Targeted single-cell RNA-seq analysis of Wnt pathway genes

We produced a custom targeted gene panel on the BD Rhapsody platform containing a total of 153 genes including Wnt ligands and receptors together with representative cell type-specific markers (Supplementary Data 4). For E18.5, we sacrificed 8 embryos to obtain Lin^−^ cells and another 8 embryos to isolate CD31^+^ ECs by FACS. For adult, we sacrificed 4 mice to obtain Lin^−^ cells. Cells were loaded on microwell cartridges of the BD Rhapsody Express system (BD) and processed separately. BD Rhapsody Targeted Amplification kit (BD, 633734) was used for library preparation. Sequencing was performed on the Illumina NextSeq 500 using Mid Output Kit v2.5 (150 cycles, Illumina) for 2 × 75 bp paired-end reads with 8 bp single index aiming sequencing depth of >5000 reads per cell for each sample. The FASTQ format of sequencing raw data was processed with the BD Rhapsody Targeted Analysis pipeline (version 1.0) on the SevenBridges Genomics online platform (SevenBridges). After the sequencing data quality control and genome alignment, we recovered 12,884 cells for Lin^−^ and 4043 cells for ECs in E18.5 samples and 7948 Lin^−^ cells for adult samples. Sequencing saturation percentages were 94.93%, 97.97% and 87.31%, respectively. Seurat package was used for the data processing and iTALK for the interactome analysis as described above. However, integration of multiple datasets was not performed because of the small number of detected genes to be used as anchors and each data was analyzed separately.

### Cryosections, immunohistochemistry, confocal imaging and 3D-reconstruction

Information about primary antibodies is summarized in Supplementary Table 2.

Embryonic legs were dissected and immediately placed in ice-cold 4% paraformaldehyde solution and fixed under gentle agitation overnight. Leg samples were placed in 0.5 M EDTA (PH 8.0) for 1 day, dehydrated in 20% sucrose and 2% polyvinylpyrrolidone-containing PBS for 1 day, and embedded in PBS containing 20% sucrose, 8% gelatin and 2% polyvinylpyrrolidone for storage at −80 °C and cryosectioning on a Leica CM3050 cryostat using low profile blades. For immunostaining, bone sections were rehydrated in PBS, permeabilized for 15 min in 0.5% Triton-X100 PBS solution and blocked for 30 min in PBS containing 1% BSA, 2% donkey serum, 0.3% Trion-X100 (blocking buffer) at room temperature. Sections were incubated with primary antibodies diluted in blocking buffer at 4 °C overnight. After incubation, sections were washed three times with PBS and incubated with appropriate Alexa Fluor-conjugated secondary antibodies (1:100 to 1:200, Invitrogen) diluted in blocking buffer at room temperature for 2 h. When indicated, nuclei were stained with DAPI during secondary antibody incubation. After that, sections were washed three times with PBS, mounted with Fluoromount-G (0100-01, Southern Biotech) and kept in 4 °C for imaging.

Bone sections were imaged with laser scanning confocal microscopes (Zeiss LSM780) after immunohistochemistry. Representative images without quantification were repeated using at least three biological replicates. Quantitative analysis of mutant phenotypes was done with the same microscope and identical imaging acquisition setting for mutant and control samples. Overview images of bone were automatically scanned using the tile-scan function of confocal microscope. 120 μM thick sections were used to acquire overview images showing the distribution of c-Kit+ cells in fetal BM. For overall nerve morphology in Supplementary Figs. 9c, 10h and 10o, image acquisition involved serial sections and stitching in Fiji. We used Fiji (open source; http://fiji.sc/), Volocity (PerkinElmer), Photoshop and Illustrator (Adobe) software for image processing in compliance with *Nature Communications*’ guide for digital images. Original images were loaded into Volocity for brightness-contrast modifications that were applied to the whole image.

3D-reconstruction was performed in Imaris (Oxford Instruments). In general, the original confocal images were rotated and cropped in Fiji to remove surrounding muscle and cartilage before cropped images were loaded into Imaris. CD150, c-Kit, DAPI and Lin CD48 CD41 signals were designated as “dots”, whereas caveolin-1, CD31, and PDGFRβ immunostaining were designated as “surface”. Segmentation is mainly based on quality, size and intensity of signal and other default settings in Imaris with a comparable threshold between control and mutant. The images are captured with snapshot function in Imaris. The distance from dot to surface is calculated using the automatic “shortest distance function”. These values are loaded into Graphpad Prism to perform Kolmogorov–Smirnov test for *p* value and generate graphs.

### EdU injection and analysis

Approximate 60 mg/kg EdU (Thermo Fisher Scientific, A10044) was injected at indicated time point into pregnant dams.

For visualization of proliferating cells in sections, EdU staining (Click-it plus EdU Alexa Fluor 647 imaging kit, Invitrogen C10340) was performed after antibody staining.

For EdU^+^ LSK analysis by FACS, intracellular EdU staining was performed following the manufacturer’s instructions (Click-it plus EdU Alexa fluor 488 flow cytometry assay kit, Invitrogen C10632).

For transient EdU labeling of LSK cells, WT LSK cells were sorted in PBS and pretreated with Wnt2 (final concentration 400 ng/ml, Abnova, H00007472-P01) or vehicle in 4 °C for 30 min before EdU (final concentration 5 μM) was added to each group and cells were incubated in 37 °C for 1 h. LSK cells were washed once, immediately fixed and subjected to intracellular EdU staining as described above.

### In vitro cell culture and Methylcellulose assay

For in vitro culture with Wnt2 treatment, sorted LSK cells were seeded in 48 well plates (6000 cells/well) in Stemline II haematopoietic stem cell expansion medium (Sigma, S0192) containing 50 ng/ml SCF (Peprotech, 250-03) and 50 ng/ml Flt3-ligand (Peprotech, 250-31 L). Wnt2 (final concentration 400 ng/ml, Abnova, H00007472-P01) or vehicle was added to the medium when cells were seeded at day 0. At day 2 and 4, half of the medium was replaced with fresh medium together with Wnt2 (final concentration 400 ng/ml). Cells and medium were incubated at 37 °C in a 5% CO2 cell incubator and collected for analysis at day 7.

For Wnt2 treatment in combination with CFU assay, approximate 600 LSK cells (Ter119^−^, Gr-1^−^, B220^−^, CD3e^−^, c-Kit^+^, Sca1^+^) were FACS sorted and pretreated with Wnt2 (final concentration 400 ng/ml) or vehicle at 4 °C for 1 h. Next, cells were cultured in MethoCult^Tm^ medium (GF M3434, Stem cell technologies) in 35 mm dishes. Wnt2 (final concentration 400 ng/ml) or control vehicle were mixed with MethoCult^Tm^ medium during cell seeding. Cells and medium were incubated at 37 °C in a 5% CO_2_ cell incubator. 8 days after incubation, CFU number was counted before cells were washed into 2% FCS-PBS solution and filtered for FACS staining analysis.

Approximate 1000 Lin^−^ c-Kit^+^ cells (Ter119^−^, Gr-1^−^, B220^−^, CD3e^−^, c-Kit^+^) from neonatal wild-type mice were FACS sorted and cultured in MethoCult^Tm^ medium (GF M3434, Stem cell technologies) in 35 mm dishes. Lin^−^ c-Kit^+^ cells were sorted into 2% FCS-PBS with 100 µM IWR-1 (Tocris, 3532) or control vehicle. Drugs or control vehicle were mixed with MethoCult^Tm^ medium during cell seeding. Cells and medium were incubated at 37 °C in a 5% CO_2_ cell incubator. 8 days after incubation, CFU number was counted before cells were washed into 2% FCS-PBS solution and filtered for FACS staining analysis. For cell cycle analysis after staining of lineage cocktail antibodies, cells were immediately fixed using reagent A from fixation and permeabilization kit (GAS003, Invitrogen). Cells were incubated with Ki67-FITC antibody (Biolegend, 652410) for 30 min at room temperature followed by DAPI staining. Isotype control (Biolegend, 400505) was used to validate signals.

For ex vivo staining of cyclin D1, Lin^−^ c-Kit^+^ cells (Ter119^−^, Gr-1^−^, B220^−^, CD3e^−^, c-Kit^+^) from neonatal wild-type mice were FACS sorted into precoated 8 well culture slides (Corning, 354688) and incubated at 37 °C in a 5% CO_2_ cell incubator with 100 µM IWR-1 or vehicle control in StemlineII haematopoietic stem cell expansion medium (Sigma, S0192) supplemented with 10% FCS. After 24 h of incubation, cells were fixed with 4% PFA for 10 min at room temperature and permeabilized with 0.15% Triton X/100 for 10 min. Cells were blocked with 1%BSA-PBS for 1 h at room temperature and incubated in 1% BSA-PBS with primary antibodies overnight at 4 °C. Slides were washed with PBS three times and incubated for 1 h at 37 °C with secondary antibodies.

### Counting of bone marrow nucleated cells (BMNCs)

Total cell numbers were determined using a Luna 2 automated cell counter (Logos Biosystems) or cell counting plates. The number of lineage-committed cells in BM was calculated based on flow cytometry analysis with appropriate markers and BMNC counting. DAPI labeling was used for the exclusion of dead or damaged cells by FACS gating.

### Irradiation, transplantation, long-term competitive repopulation assay

Mice were exposed to a lethal dose (12 Gy) of Gamma irradiation (137Cs, GammaCell). Bone marrow cells were transplanted 4–6 h after lethal irradiation (12 Gy).

For long-term competitive repopulating assays, CD45.1 recipient mice were lethally irradiated (12 Gy) and transplanted with all cells from two femurs of *Wls*^*i*∆Bmx^ or its littermate control (CD45.2 donor) together with 5 × 10^5^ host-derived (CD45.1 background) bone marrow cells. Host mice were sacrificed 16 weeks after transplantation to determine the level of chimerism in bone marrow and peripheral blood by flow cytometry. For transplantation of cultured *Vav1-mTmG* LSK cells into lethal irradiated WT mice, sorted *Vav1-mTmG* LSK cells were seeded in 48 well plates (9000 cells/well) in Stemline II haematopoietic stem cell expansion medium (Sigma, S0192) containing 50 ng/ml SCF and 50 ng/ml flt3-ligand. Wnt2 (final concentration 400 ng/ml) or vehicle was added to the medium during cell seeding at day 0. At day 2 and 4, half of the medium was replaced with fresh medium containing Wnt2 (final concentration 400 ng/ml). Cells and medium were incubated at 37 °C in a 5% CO_2_ cell incubator. On day 7, all cells from one well were collected and transplanted into one recipient wild-type mouse. Fresh 9000 *Vav1-mTmG* LSK cells without culture were used for transplantation as input group. Recipients were sacrificed after 5 days for FACS analysis or bone immunostaining.

For transplantation of WT LSK cells into lethal irradiated mice and analysis at 2 weeks, 6000 WT LSK cells were sorted and cultured in each well with Wnt2 or vehicle treated as described for cell culture experiments. On day 7, all cells from one well were collected and transplanted into one recipient wild-type mouse.

For transplantation of fetal liver, the liver of *Wls*^*i*∆Bmx^ embryo and its littermate control were digested and transplanted into lethally-irradiated WT mice, which were analysed at two weeks after transplantation. In competitive repopulating assay, the liver of *Wls*^*i*∆Bmx^ embryo and its littermate control were digested and mixed with a similar number of CD45.1 cells. The cell mixture was transplanted into lethally-irradiated CD45.1 mice. Chimerism was analysed at 4 months after transplantation.

### Quantification and statistical analysis

Mice that died before the completion of experimental protocols were excluded from analysis, which was a pre-established criterion before the experiment. Embryonic mice with clear developmental delay or unexpected death were excluded from analysis. Because of data variation in different batch of mice, we normalize the data to its corresponding littermate control for statistical comparison. Thus, we only compare the fold change of mutant mice relative to the corresponding littermate controls. No statistical methods were used to predetermine sample size. Before the Student’s *t* Test, samples from different groups were tested using *F* test to identify the variances between groups. *F* value less than 0.05 indicated samples have significantly different variances. Statistical data were drawn from normally distributed group. Most of samples were tested using two-tailed Student’s *t* test unless stated otherwise in figure legends. *P* value less than 0.05 was considered to be statistically significant. All results are represented as mean ± s.e.m. Number of animals or cells represents biological replicates. Software packages for Leica SP5, LSM780, FACSymphony A3 Cell Analyzer and FACSuite, FACS Diva were used for data collection. Fiji, Volocity, Photochop, Illustrator, Graphpad Prism, Microsoft Excel, FACS Diva, FACSuite, FlowJo were used for data analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

For single cell RNA-seq analysis, the sequencing raw data and processed gene expression data, gene x cell matrices were deposited into the NCBI GEO database: GSE160741, GSE183131 and GSE152285. Mouse reference genome (mm10) weas used for gene alignment. Data supporting the findings of this study are available within the article and from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

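Lineage-depleted femoral bone marrow cells of E18.5 wild-type embryos and of E18.5 *Wls* i∆Bmx embryos were profiled by BD Rhapsody whole-transcriptome scRNA-seq, with 1 library per condition. The paper does not report scRNA-seq of the *Wls* i∆Bmx library, so its results are given only after the article. The paper's text gives 2 mg tamoxifen per dose from E14.5 to E16.5 for *Wls* i∆Bmx embryos, and does not name litter or tamoxifen treatment for the wild-type library. For each library the authors deposited a table with the unit count, that is the number of UMIs per gene and cell barcode, without normalization, from reads processed with UMI-tools, aligned to mm10 with STAR and assigned to genes with featureCounts. The values checked are whole numbers of at least 1, with different totals per cell.

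The wild-type library holds 5998 barcodes and 22708005 UMIs, and the *Wls* i∆Bmx library 6825 barcodes and 24704991 UMIs. Cells with more than 200 and fewer than 5000 genes and a mitochondrial share under 30% were kept, as the methods state, which leaves 5736 and 6620 cells with medians of 3128 and 3067 UMIs. Doublets were kept. Scrublet's automatic threshold called 45 wild-type cells and 5 *Wls* i∆Bmx cells (0.0755%); so low a share means that the threshold did not separate doublets there, and the alternative without Scrublet doublets was run for the wild type alone. Leaving out the 5% of cells with the highest Scrublet scores in each library was added after seeing the data.

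In the wild-type library, cells carry the authors' labels of Supplementary Data 1. The copy used holds all E18.5 HSPCs, 1649 E18.5 BMSCs, a first part of the E18.5 ECs and a first part of the list of all cells, which gives the listed chondrocytes. Of the 545 listed HSPCs, 544 pass the filter, and all 545 were used. For classes in both libraries, the cells were clustered together: log-normalization with a scale factor of 10000, variable genes without cell cycle genes (mean from 0.0125 to 3, dispersion of at least 0.5), 11 principal components, 20 neighbours and Leiden clustering at resolution 0.5. Clusters were named from fixed lists of marker genes, and the names end in "-like". Clusters that no list names are called unnamed. The macrophage gene *Adgre1* carries the earlier symbol *Emr1* in the tables; it was counted in the sum of the macrophage list, but not in the naming of clusters, where that list has 5 genes. Names rebuilt in this way are not the authors', so a difference from the study can come from the names. The wild-type and *Wls* i∆Bmx classes of HSPC-like cells include clusters of erythroid precursors. Marker lists for osteoclasts, macrophages, neutrophil progenitors, erythroid cells, megakaryocyte progenitors, stem and multipotent cells, granulocyte-monocyte progenitors, and basophils and mast cells were also summed in the listed HSPCs.

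Levels are UMIs of a gene per 1000000 UMIs of the cell type (CPM). Shares of cells with a UMI are given beside those in a cell type that should lack the gene, and again with each cell thinned to 1000 or 500 UMIs. Thinning was 1 random draw, and ratios after it rest on fewer UMIs and are given without intervals. Intervals are 95% Poisson, Clopper-Pearson and conditional binomial intervals, and cover counting error only; a count of 0 is given a limit of 3 counts. No tests between conditions were made and no changed genes were counted, since cells of 1 library are not replicates. The calculation of the interval of a ratio was checked on simulated Poisson counts, in which 200 genes of each class were changed 2-fold. It held the true ratio for 94% of changed genes in HSPC-like, 97% in BMSC-like and 95% in EC-like cells. It held 1 for 95.6% to 95.9% of unchanged genes. The interval assumes Poisson counts, so shares near 95% follow by construction. The check does not cover genes whose UMIs lie in few cells, for which the intervals are too narrow.

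The genes named are those that the paper names for the whole-transcriptome E18.5 data or the Wnt pathway, with *Sdc4* and *Il2rg* read from Fig. 4h. *Kit*, *Notch1* and *Notch2* were added as receptors of the niche ligands for the ranking after the plan was fixed and before their values were seen. Between the libraries they also include, in HSPC-like, BMSC-like and EC-like cells, the 3 genes with the largest and the 3 with the smallest ratio among genes with at least 200 UMIs over both libraries, without mitochondrial and haemoglobin genes, *Xist* and Y-linked genes. Sex was read from *Xist* and Y-linked genes in cells with at least 2 UMIs of one and none of the other. The osteoclast genes, *Mpo* and *S100a8* in the neutrophil progenitors and *Rps3a3* were chosen after their values were seen. This rule, the comparisons, the marker lists and 21 alternatives were fixed before the data were examined. The alternatives cover labels from own clusters, the mean over cells, a total without haemoglobin and mitochondrial genes, a filter of at least 1000 UMIs and under 10% mitochondrial share, doublets, thinning, clustering of each library on its own, 30 principal components, resolution 1.0, the nearest centroid of the listed classes, TMM scaling and the ranking of all genes.

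The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (with its Scrublet), anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. Gene positions come from a GENCODE annotation of GRCm38, matched by symbol. The adult libraries and the targeted Wnt panel were not used here.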

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

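The tests of explanations in this part were chosen only after the results were seen, although the nearest centroid that one of them uses had been set earlier. The rules of the tests on the naming of chondrocyte clusters and on *Mmp9* in the neutrophil list were changed after their first results were seen. What singles the results out is a level or share in data the paper does not report, above that of the cells or library used as the control.

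In the 139 cells listed as neutrophil progenitors in the E18.5 wild type, 5 osteoclast genes that the paper does not discuss there are above their level in the other 406 listed HSPCs. Those 406 cells are a mixed control, as 32 multipotent HSPCs and 7 myeloid progenitors among them lie in the osteoclast-like class. *Ctsk* is at 18556 CPM against 423 CPM, *Mmp9* at 15837 against 485.3 CPM, *Acp5* at 3924.2 against 125.1 CPM, *Atp6v0d2* at 3732.7 against 146.1 CPM and *Ocstamp* at 759.5 against 17.4 CPM. The osteoclast list of 5 genes sums to 42810.0 CPM against 1196.9 CPM, and without *Mmp9* to 26973 against 711.6 CPM. Under the stricter cell filter, the levels in these cells are lower. They are 12319 CPM for *Ctsk*, 11237 CPM for *Mmp9* and 19013 CPM for the list without *Mmp9*. The levels of the other HSPCs stay within their intervals under this filter. Without the highest 5% of Scrublet scores, the other HSPCs fall to 246.8 CPM of *Ctsk*, 287.7 CPM of *Mmp9* and 455.1 CPM of that list. The macrophage list sums to 3401.7 against 367.1 CPM and the neutrophil list to 15857 against 513.7 CPM. Free RNA would give all HSPCs a like level, but the *Ctsk* ratio is 43.9 (41.2 to 46.7). Doublets with a progenitor would keep progenitor transcripts, but the *Kit* ratio is 0.0164 (0.00336 to 0.0482). The level of the neutrophil list rests on *Mmp9*, which the osteoclast list also holds: *Mmp9* gives 99.9% of the UMIs of the list in these cells, and 99.6% of the list as the mean over cells. The remaining 5 genes have 21 UMIs there, with a ratio of 0.689 (0.402 to 1.14) when summed. As the mean over cells they are higher than in the other HSPCs, at 62.0 against 20.7 CPM. Without the cell with the highest share, which holds 5 of these UMIs, the mean is 41.9 CPM. These genes do not settle whether neutrophil progenitors are present. The granulocyte-monocyte list of 7 genes sums to 36.3 CPM (25.8 to 49.6) there, against 2523.4 CPM (2461.1 to 2586.8) in the other HSPCs. That argues against granulocyte-monocyte progenitors as the bulk of these cells. The median depths are 7357 and 5796.5 UMIs. These values are consistent with cells of the osteoclast lineage among those listed as neutrophil progenitors, a hypothesis that arose from the same cells and that was not itself tested.

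For the *Wls* i∆Bmx library the paper reports no scRNA-seq, and the wild-type library is the control. The 2 libraries differ in genotype, in the sex of the embryos and possibly in litter and treatment, with 1 library each, so a difference between them cannot be assigned to the loss of *Wls*. *Wls* itself has 8 UMIs in wild-type and 2 in *Wls* i∆Bmx arterial EC-like cells, a ratio of 0.212 (0.0219 to 1.06). Its ratio is 0.547 (0.368 to 0.801) in all EC-like cells and 0.829 (0.787 to 0.874) in all other cells. The intervals overlap narrowly, so that part of the lower level in EC-like cells may be shared by the whole library. After thinning to 1000 UMIs per cell the ratios are 0.351 in arterial EC-like cells, 0.314 in all EC-like, 0.327 in HSPC-like, 0.691 in BMSC-like, 1.04 in chondrocyte-like and 1.21 in mural-like cells, and 0.758 over all cells. These come from 1 random draw and have no intervals. The arterial one rests on fewer UMIs than the 8 and 2 above. *Xist* over all cells has a ratio of 4.18, and of the cells with a call 91.1% carry *Xist* alone, against 27.7% in the wild type.

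Chondrocyte-like cells make up 31.2% of the *Wls* i∆Bmx library and 24.3% of the wild type, and cells in unnamed clusters 38.4% and 25.6%. The naming of the clusters as the cause is argued against by the nearest centroid, which uses no names of clusters and gives a ratio of 1.45 (1.38 to 1.52) in place of 1.29. The ratio is 1.16 at 30 principal components, 1.19 at resolution 1.0, 1.24 under the stricter filter and 1.29 without the highest 5% of Scrublet scores. With each library clustered on its own it is 0.406, because 2 *Wls* i∆Bmx clusters led by *Col10a1* and *Matn4* get no name there. They hold 1657 cells, of which 1327 are chondrocyte-like in the joint clustering. With them added to the *Wls* i∆Bmx library the ratio is 1.32 (1.24 to 1.41). As they were picked by their joint names, 1.32 is not independent of the joint clustering. Within the chondrocyte-like class the rise lies in the joint cluster led by *Ucma*, with 7.11% of the wild type and 14.7% of *Wls* i∆Bmx (ratio 2.07, 1.84 to 2.33); 148 of its 149 cells with a listed class are listed chondrocytes. The other 2 chondrocyte-like clusters have ratios of 0.962 (0.865 to 1.07) and 0.957 (0.821 to 1.12). Of the 953 listed wild-type chondrocytes, 437 fall in unnamed clusters, so part of the unnamed share is chondrocytes. The unnamed clusters led by *Prg4*, *Iqgap3* and *Bpifb1*, in which 246 of 248, 139 of 139 and 45 of 45 cells with a listed class are listed chondrocytes, rise as well, with ratios of 1.57 (1.43 to 1.72), 1.54 (1.36 to 1.76) and 2.06 (1.68 to 2.54). A different amount of cartilage in the preparations was not tested.

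In HSPC-like cells, the 3 largest ratios of *Wls* i∆Bmx over wild type are 41.5 for *Mcpt4*, 12.5 for *Pf4* and 10.8 for *Tpsb2*. In *Wls* i∆Bmx, 100% of the *Mcpt4* UMIs and 75.2% of the *Tpsb2* UMIs of this class come from 1 cell, so both rises rest largely on single cells. After thinning to 1000 UMIs per cell the ratios are 31.0 for *Mcpt4*, 8.12 for *Pf4* and 4.86 for *Tpsb2*. For *Pf4*, the top cell gives 15.8% of the UMIs, which argues against a single cell, and its ratio in all other cells is 0.899 (0.725 to 1.12), which argues against a change of the whole library. The subcluster named megakaryocyte progenitors has 45 *Wls* i∆Bmx and 42 wild-type cells, or 15.3% (11.4 to 19.9) and 8.50% (6.20 to 11.3) of the class. A larger share of megakaryocyte progenitors may contribute to *Pf4*; genotype, sex and preparation stay open.

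In BMSC-like cells the 3 largest ratios are 3.09 for *Tnmd*, 3.07 for *Rps3a1* and 2.73 for *Scrg1*. In all other cells they are 1.31 (0.982 to 1.77), 1.86 (1.81 to 1.91) and 1.38 (1.33 to 1.43), which argues against one change of the whole library as the full cause. A subcluster led by *Tnmd*, *Kera* and *Scx* holds 148 *Wls* i∆Bmx and 78 wild-type cells, or 15.3% and 5.39% of BMSC-like cells. The *Tnmd* ratio is 1.39 (1.25 to 1.55) inside it and 0.809 (0.638 to 1.02) outside. Whether more cells of this kind or more *Tnmd* per cell accounts for the rise cannot be told apart, because *Tnmd* itself defines the subcluster. *Rps3a3*, whose symbol marks it as a copy of the same gene, has a ratio of 0.539 in BMSC-like cells. Reads assigned to one gene in place of the other could explain part of the rise, but not all of it, as the ratio of their sum is 1.44 (1.36 to 1.51). What remains is not limited to BMSC-like cells: the ratio of the sum is 1.57 (1.30 to 1.91) in mural-like cells, 1.46 (1.40 to 1.53) in unnamed clusters, 1.28 (1.24 to 1.33) in chondrocyte-like, 1.19 (1.10 to 1.28) in EC-like and 1.12 (1.07 to 1.17) in HSPC-like cells, and 1.29 (1.26 to 1.31) over all cells, so a rise across the library may contribute.

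In EC-like cells the 3 largest ratios are 2.92 for *Gm12715*, 2.59 for *Gm9843* and 2.10 for *Mgp*. In all other cells the same genes have ratios of 2.17 (1.91 to 2.46), 2.33 (2.21 to 2.45) and 1.95 (1.92 to 1.97), so these differences may be properties of the whole library, such as its cells, its RNA or its free RNA, and not of ECs. After thinning to 1000 UMIs per cell the ratios in EC-like cells are 4.91, 1.95 and 1.88. *Gm12715* and *Gm9843* are annotated as processed pseudogenes, whose reads can come from parent genes; this was not tested.

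Among genes the paper names, some are below the wild type, such as *Kitl* in BMSC-like cells (ratio 0.683). The *Wls* i∆Bmx library is above the wild type for *Cxcr4* in HSPC-like cells (ratio 1.33, 1.09 to 1.63), *Ptn* in BMSC-like cells (1.11, 1.06 to 1.15), and *Bmx* (2.56, 1.67 to 4.01), *Cxcl12* (1.25, 1.09 to 1.44) and *Dll4* (1.18, 1.01 to 1.38) in EC-like cells. *Bmx* in arterial EC-like cells has a ratio of 1.90 (1.21 to 3.05). *Bmx* lies on the X chromosome and 91.1% of the cells with a call in the *Wls* i∆Bmx library carry *Xist* alone. The 109 X-linked genes tested in EC-like cells have a median log2 ratio of -0.0268, and 47 of them are above 0. X dosage, the *Bmx-CreERT2* transgene and a change in arterial cells cannot be told apart for *Bmx* with these libraries. The ratios of *Cxcr4*, *Ptn*, *Cxcl12* and *Dll4* stay above 1 under TMM scaling (1.30, 1.07, 1.26 and 1.19), after thinning to 1000 UMIs (1.28, 1.15, 1.40 and 1.22) and without the highest 5% of Scrublet scores (1.41, 1.10, 1.23 and 1.17). Arterial EC-like cells hold 325 of the 386 wild-type and 390 of the 442 *Wls* i∆Bmx *Cxcl12* UMIs of EC-like cells. Their *Cxcl12* ratio is 1.02 (0.875 to 1.18), so the rise is not seen in them, but it is 1.25 after thinning to 1000 UMIs. They make up 11.1% (8.64 to 13.9) of wild-type and 12.7% (9.80 to 16.1) of *Wls* i∆Bmx EC-like cells. A larger arterial share may thus contribute to the rise in EC-like cells, although the 2 intervals overlap. No explanation was tested for *Cxcr4*, *Ptn*, *Cxcl12* and *Dll4*.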

How the results depend on the processing

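All settings were set in advance, except the removal of the 5% of cells with the highest Scrublet scores, which was chosen after seeing the data. The addition of unnamed clusters to the chondrocyte-like share was also chosen after results were seen. No paired analysis was possible because each condition has 1 library. A value is said to stay when it falls within the 95% interval of the reported value.

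With clusters and names rebuilt, the *Cxcl12* ratio of arterial over other ECs fell from 136.2 to 44.5. The multipotent share of listed HSPCs went from 31.7% to 4.40%, but the groups so named have 13 and 11 cells and are led by *Lyz2* and *H2-Eb1*, and the *Hlf*-led group of 115 cells got no name, so 4.40% does not measure that share. The eBMSC-1 share of listed BMSCs went from 57.0% to 14.7%, as subclusters without a name take up cells by construction. The sinusoidal share of listed ECs went from 10.8% to 28.0%, while *Stab2* in sinusoidal ECs fell from 435.5 to 172.1 CPM; the cause was not tested. Of 95 levels, 51 stayed, 17 rose and 27 fell, and 10 of 14 arterial ratios stayed.

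Under the stricter cell filter the aBMSC share went from 1.52% to 0.759%. The median of aBMSCs, 1358 UMIs, lies above the cut of 1000 UMIs. The depth cut alone was therefore not shown to cause the fall, and it was not separated from the mitochondrial cut. The EC-like share of the wild type went from 10.3% to 8.80%; the neutrophil progenitor share of listed HSPCs went from 25.5% to 19.3%, and in those cells *Ctsk* fell from 18556 to 12319 CPM and *Mmp9* from 15837 to 11237 CPM; the cause was not tested for these. Of 130 levels, 121 stayed.

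The HSPC-like share of the wild type went from 8.61% to 5.42% with each library clustered on its own and to 4.90% at resolution 1.0. In *Wls* i∆Bmx it went from 4.44% to 2.72% at resolution 1.0 and to 5.48% by nearest centroid. Both alternative clusterings split off an erythroid cluster by construction, with 213 wild-type and 114 *Wls* i∆Bmx cells at resolution 1.0, and with 184 wild-type and 0 *Wls* i∆Bmx cells when clustered separately. Its ratio of *Wls* i∆Bmx over wild type moved from 0.516 to 0.822 with separate clustering and to 0.607 by nearest centroid, and stayed below 1 under the 6 alternatives run. The cause was not tested for the nearest centroid. The ratio of EC-like shares, 0.685, ranged from 0.670 to 0.739 over the same 6. The ratio of chondrocyte-like shares reversed from 1.29 to 0.406 with separate clustering. There, 2 *Wls* i∆Bmx clusters of 1657 cells, 1327 of them chondrocyte-like in the joint clustering, get no name. With them the ratio is 1.32, but they were picked by their joint names, so 1.32 is not independent of the joint clustering. The alternative without Scrublet doublets was not run for *Wls* i∆Bmx, as the automatic threshold called 5 cells.

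Of 59 gene ratios between the libraries, 58 stayed under TMM scaling, 59 without haemoglobin and mitochondrial genes in the total, and 36 after thinning to 1000 UMIs per cell (7 rose, 16 fell). Without the highest 5% of Scrublet scores, 55 of 58 stayed and *Ibsp* in HSPC-like cells reversed from 0.0396 to 1.32; 67.5% of its wild-type UMIs came from 1 cell.

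Levels stayed for 93 of 129 with the mean over cells (the neutrophil list without *Mmp9* moved most, from 19.5 to 62.0 CPM in the cells listed as neutrophil progenitors), 106 of 129 without haemoglobin and mitochondrial genes in the total, 120 of 130 without Scrublet doublets and 113 of 130 without the highest 5% of scores. Depth limits the shares of cells with a UMI: after thinning to 1000 or to 500 UMIs, 12 of 14 fell. When all genes were ranked, 17 of 21 ranks stayed in the same upper or lower part of the list; *Notch1*, *Fzd5*, *Fzd9* and sinusoidal *Cxcl12* entered the top 50%.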

Differences from the paper's values

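No value the paper states for these data differs from the value here by more than 1.5 times with the authors' labels. The eBMSC-1 share is 57.0% of E18.5 BMSCs, beside the paper's 57%. It is 58.0% under the stricter cell filter and 57.0% without Scrublet doublets, and differs with own clusters and names, where it is 14.7%; these 3 alternatives were set before the data were examined. Without the highest 5% of Scrublet scores, chosen after seeing the values, it is 58.5%. The paper's Supplementary Data 3 gives 8369 putative cells and a mean of 4682.45 molecules per cell for this library, against 5998 barcodes and a mean of 3785.9 UMIs per barcode in the counts used here.

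The paper names 1 of the 4 HSPC subsets at E18.5 neutrophil progenitors; in those cells *Ctsk* is at 18556 CPM, while *S100a8* has 0 UMIs and *Mpo* 2 UMIs. The paper states that *Kitl*, *Cxcl12* and *Angpt1* are very low in embryonic BMSCs. Adult cells are not analysed here, and 4 of the 6 subclusters have under 300 CPM of all 3 genes, but OLCs-1 have 3637.8 CPM of *Cxcl12*, more than the 1460.2 CPM of AECs, and the 25 aBMSCs 857.9 CPM. The paper describes eBMSC-1 by high expression of *Col3a1*, *Dcn* and *Gsn*/*Clec3b*; 3 of these 4 genes are highest in eBMSC-1 among the 6 subclusters, and *Gsn* is highest in OLCs-2 with 456.5 CPM.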

Other observations

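The tests of explanations for the HSPC-like share were chosen only after the result was seen; the stricter filter, the separate clustering and the nearest centroid that they use had been set earlier. The other values are reported without a test.

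HSPC-like cells make up 4.44% (3.96 to 4.97) of the *Wls* i∆Bmx library and 8.61% (7.90 to 9.37) of the wild type, a ratio of 0.516. Depth or quality as the cause is argued against by the stricter cell filter, under which the ratio is 0.497. The naming of the clusters as the whole cause is argued against by the alternative that moves the ratio most, separate clustering, with 0.822 (0.698 to 0.967); the difference from 0.516 follows from erythroid clusters, which separate clustering splits off in the wild type alone. Without the 2 subclusters led by erythroid genes, which hold 172 wild-type and 74 *Wls* i∆Bmx cells, the ratio is 0.592 (0.496 to 0.705). Further explanations stay open. HSPC-like cells have a ratio of 0.753 per EC-like cell, 0.892 per BMSC-like cell, 0.931 per osteoclast-like cell and 0.504 per macrophage-like cell, so the fall is close to that of BMSC-like and osteoclast-like cells and larger than that of the others; with 1 library each a different recovery of marrow and cartilage cannot be told apart from genotype. The sex of the embryos cannot be told apart either, as 91.1% of the cells with a call in *Wls* i∆Bmx carry *Xist* alone. A lower share of HSPCs after loss of *Wls* in AECs is the explanation the design gives, and it was not tested.

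EC-like cells make up 7.02% (6.42 to 7.67) of the *Wls* i∆Bmx library and 10.3% of the wild type, BMSC-like cells 14.6% and 25.2%, osteoclast-like cells 1.63% and 2.95%, mural-like cells 1.81% and 2.14%, and macrophage-like cells 0.891% and 0.872%. The own subcluster named eBMSC-1 holds 272 wild-type and 44 *Wls* i∆Bmx cells, or 18.8% and 4.55% of BMSC-like cells. It is not a measure of the listed eBMSC-1, as own naming gives 14.7% in place of 57.0% of listed BMSCs. The BMSC-like cluster led by *Mfap5* and *Clec3b* holds 14.9% of the wild type and 8.85% of *Wls* i∆Bmx (ratio 0.596, 0.536 to 0.663). Arterial EC-like cells number 65 in the wild type and 59 in *Wls* i∆Bmx, or 11.1% and 12.7% of EC-like cells.

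Among genes the paper names, the *Wls* i∆Bmx library is below the wild type for *Kit* (ratio 0.802, 0.704 to 0.912) and *Ctnnb1* (0.650, 0.515 to 0.815) in HSPC-like cells, *Kitl* (0.683, 0.586 to 0.793), *Wls* (0.730, 0.669 to 0.797), *Cxcl12* (0.798, 0.756 to 0.842) and *Col3a1* (0.818, 0.808 to 0.828) in BMSC-like cells, and *Kitl* (0.834, 0.749 to 0.929) in EC-like cells. After thinning to 1000 UMIs per cell the *Kit* ratio is 0.995. That is 1 random draw of fewer UMIs without an interval, so whether the fall of *Kit* depends on depth cannot be told. The others stay below 1, with 0.394 for *Ctnnb1* in HSPC-like cells, 0.579 for *Kitl*, 0.691 for *Wls* and 0.859 for *Cxcl12* in BMSC-like cells and 0.809 for *Kitl* in EC-like cells. In arterial EC-like cells the ratio of *Wls* i∆Bmx over wild type is 0.450 (0.323 to 0.620) for *Kitl*, 1.02 (0.875 to 1.18) for *Cxcl12* and 0.933 (0.753 to 1.16) for *Jag1*; after thinning it is 0.368 for *Kitl* and 1.25 for *Cxcl12*. The *Wls* ratio is 0.883 in HSPC-like, 0.952 in chondrocyte-like and 1.01 in mural-like cells. The make-up of BMSC-like cells differs between the libraries. The subcluster with *Mmp13* and *Cxcl12* among its leading genes holds 12.1% of them in the wild type and 8.28% in *Wls* i∆Bmx. The one led by *Tnmd* holds 5.39% and 15.3%. The ratios in BMSC-like cells do not separate such shifts from a change of level within a cell type.

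The smallest ratios are 0.0215 for *Ear6*, 0.0396 for *Ibsp* and 0.0554 for *Prg2* in HSPC-like cells, 0.00357 for *Afp*, 0.0435 for *Mylpf* and 0.0571 for *Acta1* in BMSC-like cells, and 0.487 for *Hapln1*, 0.537 for *Mylip* and 0.557 for *Ncstn* in EC-like cells. All 401 wild-type UMIs of *Afp* in BMSC-like cells come from 1 cell, and the *Ear6* and *Prg2* UMIs of wild-type HSPC-like cells come from 8 and 11 cells. A single wild-type cell gives 67.5% of the *Ibsp*, 33.1% of the *Mylpf*, 34.8% of the *Acta1* and 32.9% of the *Hapln1* UMIs of the class, against 4.05% for *Mylip* and 1.31% for *Ncstn*. After thinning, the *Hapln1* ratio is 0.862, *Mylip* 0.475 and *Ncstn* 0.648; without the highest 5% of Scrublet scores, *Hapln1* is 0.643 and *Ibsp* reverses to 1.32.

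In the wild type, the stem and multipotent list of 10 genes sums to 1517.6 CPM in multipotent HSPCs, 1433.5 CPM in megakaryocyte progenitors, 909.9 CPM in myeloid progenitors and 54.9 CPM in the cells listed as neutrophil progenitors. The granulocyte-monocyte list of 7 genes sums to 3856.6 CPM in multipotent HSPCs and 2034.0 CPM in myeloid progenitors. It sums to 192.4 CPM in megakaryocyte progenitors and 36.3 CPM in the cells listed as neutrophil progenitors. The basophil and mast cell list of 7 genes sums to 3063.6 CPM in myeloid progenitors and 230.1 CPM in multipotent HSPCs. The megakaryocyte list of 6 genes sums to 275.1 CPM in megakaryocyte progenitors and 367.2 CPM in the cells listed as neutrophil progenitors, and the erythroid list of 8 genes to 1040.5 and 1565.6 CPM. The megakaryocyte list holds *Itgb3*, which is also a leading gene of a subcluster of listed HSPCs beside *Ctsk* and *Acp5*. These 2 sums were not split by gene, so they do not measure megakaryocyte or erythroid identity in the cells listed as neutrophil progenitors. Of the genes in these lists, 4 of 7 granulocyte-monocyte genes (*Elane*, *Prtn3*, *Irf8*, *Ly86*) and 1 of 10 stem genes (*Cd34*) are in the multipotent list of Supplementary Data 2, and 5 of 7 basophil and mast cell genes (*Mcpt8*, *Prss34*, *Cpa3*, *Fcer1a*, *Hdc*) in its myeloid list, so these sums are not independent of the labels.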
